# Immunomodulation of inflammatory responses preserves retinal integrity in murine models of pericyte-depletion retinopathy

**DOI:** 10.1172/jci.insight.184465

**Published:** 2025-07-01

**Authors:** Urbanus Muthai Kinuthia, Christoph Moehle, Ralf H. Adams, Thomas Langmann

**Keywords:** Immunology, Ophthalmology, Cellular immune response, Diabetes, Retinopathy

## Abstract

The loss of integrity of the blood retina barrier (BRB) is a key pathological hallmark of vision-threatening complications in diabetic retinopathy (DR). Although DR is considered a microvascular disease, mounting evidence from mouse models and patients show that inflammation is closely connected with microvasculopathy. Inflammatory responses during retinal pathophysiology are often orchestrated by microglia, resident innate immune cells of the retina. However, the precise role of microglia activity during DR pathogenesis remains elusive. Here, we used an anti-PDGFRβ antibody and inducible endothelial cell–specific PDGFB-KO during postnatal development of retinal vasculature to reproduce a key feature of DR pathology in mice. In addition, we applied a minocycline therapy to modulate retinal inflammation. Postnatal depletion of pericytes or loss of PDGFB in retinal vessels altered BRB integrity and triggered secretion of angiogenic and inflammatory factors with concomitant microglia reactivity, which was sustained in retinas of adult mice. Microglia reactivity was accompanied by upregulation of disease-associated genes. Notably, minocycline attenuated the cycle of inflammatory responses in young and mature retinas, thereby preserving retinal vascular and structural integrity in mice. Together, our findings suggest that immunomodulation of microglia-driven inflammatory responses preserves retinal vasculature and maintains BRB integrity in 2 different mouse models of human DR.

## Abstract 2

This study reports on key inflammatory processes and a microglia-targeting therapy approach in mouse models of diabetic retinopathy, a vision-threatening complication of diabetes mellitus.

## Introduction

In the developing central nervous system (CNS), pericytes and endothelial cells form a physiological barrier that not only protects the CNS parenchyma but also acts as a molecular sieve that regulates passage of fluids and ions between systemic circulation and CNS tissues (1). The anatomical barriers namely, blood brain barrier (BBB) and blood retina barrier (BRB), help maintain tissue physiological properties and protect neurons and glial cells from foreign DAMPs (toxins) (2, 3). The BRB is divided into 2 parts, an inner barrier that is composed of a network of pericytes, endothelial cells (ECs), and Müller glial cells and an outer retina consisting of retinal pigment epithelial (RPE) cells (3). The development and formation of a functional BRB occurs through vasculogenesis and angiogenic sprouting during embryonic and postnatal life in humans and mice, respectively (4, 5). The angiogenic penetration of the developing retinal parenchyma is regulated by neural-vascular interactions involving signaling among Müller cells, astrocytes, neurons (ganglion cells, amacrine cells and horizontal cell), microglia, and ECs (5, 6).

A compromised BRB is associated with metabolic disorders such as diabetes mellitus (DM) and leads to immune activation and chronic inflammation, which drive retinal pathologies including diabetic retinopathy (DR). Clinically, DR is divided into 2 broad forms; an early nonproliferative form (NPDR) characterized by pericyte loss, vascular permeability, capillary occlusion, and basement membrane thickening and an advanced proliferative form (PDR) featuring vitreous hemorrhage, pathological neovascularization, and retinal detachment. A key pathological feature common to both forms of DR is diabetic macula edema (DME), which is a consequence of BRB breakdown leading to intraretinal plasma leakage, retinal swelling, and vision loss (7).

Currently, anti–vascular endothelial growth factor (VEGF) therapies that regress neovascularization and DME are the gold standard of care for patients with DR. The anti-VEGF therapy with aflibercept has previously demonstrated clinical improvement of vision among patients with DME (8). A major challenge with anti-VEGF therapy is that approximately 40%–50% of patients with DR fail to show clinical improvement following anti-VEGF therapy (9, 10), thus necessitating the search for therapeutic agents for the nonresponding patients. Recently, therapeutic targeting of senescent vasculature in patients with advanced DME with a senolytic small molecule inhibitor, BCL-xL, provided promising findings in a phase 1 clinical trial (11), but additional large clinical trials are needed to verify the beneficial effects of senolytic agents in DR.

While DR is a consequence of sustained hyperglycemia due to DM, an underlying feature of DR pathogenesis is microglia activation. Microglia cells are the immune sentinels of the CNS and retina. Under homeostatic conditions, microglia possess a ramified morphology and protect the retinal microenvironment from endogenous and exogenous noxious stimuli. In patients with DR, microglia activation occurs at different stages of the disease. In NPDR, there is a moderate increase in the number of reactive microglia around dilated vessels and microaneurysms, whereas in PDR, hypertrophic microglia cluster around cotton-wool spots and areas of retinal neovascularization and infiltrate the outer retina, subretinal space (SRS), and optic nerve in DME thereby propagating inflammatory responses (12). In addition, there exists a positive correlation between serum markers of microglia activation in hyperreflective retinal spots in patients with NPDR and PDR (13). Similarly, microglia activation, hypertrophy, and dysregulation of the CD200/CD200R signaling immune checkpoint in microglia is a prominent feature of experimental DR (14–17).

Microglia orchestrate a chronic low-grade inflammation that severely affects retinal neurons, aggravating EC apoptosis and thinning the outer nuclear layer of the retina. However, owing to the lack of models that recapitulate the ocular phenotype seen in patients with DR, the role of microglia-mediated inflammatory responses in advanced DR remains unresolved.

In this study, we sought to investigate the cellular and molecular characteristics of retinal inflammation, with a focus on microglia and the vasculature, in 2 mouse models that reproduce key features of the human disease. The first experimental model was generated by inhibition of PDGFB/PDGFRβ signaling in the postnatal retina using an anti-PDGFRβ mAb (18) and reproduces important pathophysiological features of DR, including pathological angiogenesis, leaky vasculature, microglia activation, and fast photoreceptor demise in adult mice. The second mouse model, *Pdgfb*^iECKO^, was generated via tamoxifen-inducible depletion of PDGFB in retinal endothelium under control of VE-Cadherin promoter (19) and recapitulates important aspects of the human disease, including retinal vascular aneurysms and leakage as well as microglia activation, and gradual loss of photoreceptors. Both models were treated with minocycline, a second-generation tetracycline that penetrates the blood barriers and exerts beneficial pleiotropic effects besides its antibacteriostatic effect. (20). Previous studies, including our own, have demonstrated minocycline’s potential to limit overt microglia activation while preserving the CNS neurons and photoreceptors in models of retinal pathologies (21–25). Herein, we investigated the therapeutic benefit of minocycline in the modulation of inflammatory responses both at the onset and in progression of disease in mouse models of pericyte-depletion retinopathy.

## Results

### Inhibition of pericyte recruitment alters the structural composition of inner blood retina barrier in P10 mice.

In mice, unlike in humans, the development of the retinal vasculature occurs in postnatal life beginning at P1 with the formation of the superficial vascular plexus, which starts to sprout vertically at P7–P8 to form the deeper plexus by P10 and intermediate plexus by P12–P15 (26). PDGFRβ expressing pericytes are recruited to PDGFB expressing ECs via PDGFB/PDGFRB signaling, which is indispensable for maintenance of vascular integrity and function in postnatal murine retina (18, 27). Here, we investigated the cellular changes of the inner BRB and resident immune cells upon impairment of pericyte recruitment to growing ECs, and we assessed the therapeutic effect of minocycline the vasculature and microglia in postnatal life.

In retinas of WT mice treated with IgG, pericytes were adequately present on the ECs in the capillary plexus at P10. In contrast, pericyte coverage of the superficial capillary plexus was impaired in the retinas of mouse pups treated with 30 μg of the rat anti–mouse PDGFRβ mAb (clone APB5) via s.c. administration at P1, and this change did not differ appreciably upon daily treatment with minocycline (P5–P9) via i.p. injection (Figure 1, A and B). Since inadequate pericyte coverage exposes ECs to inflammatory stress, we tested whether apoptosis of ECs was an early feature of the APB5-induced retinopathy. Our IHC results revealed an increase in expression of cleaved caspase-3 by ECs in APB5 retinas, which were reduced in minocycline-treated mice at P10 (Figure 1, C and D, and Supplemental Figure 1, A–C; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.184465DS1). Furthermore, we sought to investigate the association of microglia cells and capillaries in the deep vascular plexus. IHC analysis of ECs and Iba1^+^ cells in the deep vascular plexus showed that a significant proportion of Iba1^+^ cell bodies aligned with the vasculature in the deeper plexus of APB5-treated mice. These microglia cells, termed as capillary-associated microglia (CAM), were significantly lower in the IgG- and minocycline-treated mice (Figure 1, E and F). Consistent with the changes in pericyte coverage and inflammation, we investigated the vascular phenotype of main vessels in the P10 retinas. Besides destabilization of the superficial vasculature network leading to increased vascular density and branching index (Figure 1, G–I), APB5 induced dilation of the arteries, veins, and capillaries in the central retina at P10, which were rescued in response to minocycline treatment (Figure 1, J–L). In addition, treatment with minocycline restored the vascular density of the deep plexus to levels similar to those of control mice (Figure 1M). Since pericyte-free ECs may acquire inflammatory properties, we examined the expression levels of genes encoding smooth muscle cell contractile factors, *Acta2* and *Actg2*. Whereas the mRNA levels of *Acta2* and *Actg2* were significantly upregulated in APB5 retinas compared with control retinas, treatment with minocycline significantly reduced these levels in P10 retinas (Figure 1, N and O). Since loss of BRB integrity can trigger recruitment of circulating monocytes, we used the F4/80 macrophage marker to detect the presence of macrophages in the P10 retinas. Our analyses revealed that F4/80^+^ macrophages were present in the retinas of all mice but with a higher presence in retinas of APB-treated mice (Supplemental Figure 1, D–G). Surprisingly, the F4/80^+^ macrophages aligned the vasculature of APB5 retinas, a feature that was abrogated upon treatment with minocycline (Supplemental Figure 1H). Taken together, these findings suggest that minocycline regulated vascular remodeling and modulated macrophage infiltration in the developing murine retina upon depletion of pericytes to restore vascular integrity and function.

### Microglia reactivity is an early feature of pericyte-depletion retinopathy.

To gain insights into the cellular changes of microglia in the early stage of APB5-induced retinopathy, we used immunocytochemistry with Iba1 to stain microglia cells in P10 retinas. In contrast to control retinas, Iba1^+^ cells clustered in the inner plexiform layer (IPL) and outer plexiform layer (OPL) of APB5 retinas (Figure 2, A and B). Quantification of the number of Iba1^+^ cells in the IPL and OPL showed that minocycline decreased the number of activated microglia in the APB5-treated mice (Figure 2, C and D). Since microglia activation involves a morphological transformation from a ramified to an amoeboid form, we analyzed the morphometric attributes of microglia in the OPL. In contrast to the morphometric attributes of microglia in control retinas, microglia in retinas of APB5-treated mice showed a significant reduction in the ramification index, total area, spanned area, number of branches, number of junctions, and tree length, which improved to the homeostatic state upon treatment with minocycline (Figure 2, E–J). These findings suggest that, within the BRB, minocycline preserved the morphological features of homeostatic microglia at an early stage of retinal inflammation. Additional immunocytochemistry with Iba1 on retinal sections from P10 mice corroborated our findings of increased Iba1^+^ cells in the retinal layers of APB5-treated mice and the immunosuppressive role of minocycline (Figure 2K). Because Müller cell gliosis is a common feature of retinal pathologies, we also investigated the expression of GFAP by Müller glia in P10 retinas. The results from staining of retinal sections showed that GFAP stress fibers were developing in the APB5 retinas but not in the control or minocycline-treated groups (Figure 2L).

### Minocycline limits inflammatory and angiogenic responses in the postnatal retina.

Besides the morphological transformation, microglia reactivity entails the secretion of a repertoire of inflammatory factors in the pathogenesis of DR (28). Since microglia activation was prominent in retinas of APB5-treated mice at P10, we sought to investigate the expression of disease-relevant proinflammatory and angiogenic factors and their response to minocycline. The mRNA levels of chemokines and cytokines such as *Ccl2*, *Inos*, *Il1b*, and *Tnf-*α (Figure 3, A–D) and proangiogenic factors, *Icam1*, *Vegfa*, *Pgf*, and *Sema3g* were elevated in APB5 retinas (Figure 3, E–H) in contrast to control retinas. However, the transcript levels of *Angpt2* did not differ significantly among treatment groups (Figure 3I). Also, key transcripts that denote activated microglia including *Tspo*, *Aif1*, and *Lgals3* were significantly upregulated in the APB5 retinas (Figure 3, J–L). Treatment with minocycline significantly reduced the transcript levels of *Ccl2*, *Inos*, *Icam1*, *Vegfa*, *Pgf*, *Tspo*, and *Lgals3*, whereas the levels of *Il1b*, *Tnf-*α, *Sema3g*, and *Aif1* did not differ appreciably between the APB5 and minocycline-treated APB5 mice. Since both VEGF and PIGF are potent angiogenic factors that aggravate disease outcome during the progression of retinal vascular pathologies, we sought to investigate their cellular sources within the retina by RNAscope in situ hybridization (ISH) on retinal sections. Our findings show that *Vegf* mRNA was expressed within the INL and in the GCL of minocycline-treated groups (Supplemental Figure 2, A and B), whereas *Pgf* mRNA was distributed across the GCL and INL (Supplemental Figure 1, C and D). Notably, the signal intensity of both the *Vegf* and *Pgf* mRNAs within the INL was higher in the APB5-treated retinas when compared controls and APB5 retinas treated with minocycline. This observation implies that VEGF and PIGF are secreted by cells within the INL and GCL, suggesting a role of Müller cells in DR pathogenesis. Notably, minocycline-treated APB5 retinas exhibited a low signal intensity of both *Vegf* and *Pgf* mRNAs. Taken together, these findings suggest that, at a molecular level, minocycline functions by resolving microglia-related inflammatory responses and limits harmful angiogenic responses in pericyte depletion retinopathy.

### Sustained inflammation after postnatal pericyte loss causes visual deficits in adult mice.

In 4-week-old APB5-treated mice, the visual acuity as analyzed with an OptoDrum was reduced when compared with control mice (Figure 4A). Notably, APB5-treated mice showed a decrease in visual acuity (mean of 0.32 cycles/degree) compared with the control group (mean of 0.41 cycles/degree). In addition, minocycline slightly enhanced the visual acuity of APB5 mice (mean of 0.38 cycles/degree), but this change was not significantly different compared with the APB5-only group (Figure 4B). Next, we analyzed the structural integrity of the neural retina and vasculature in vivo by spectral-domain optical coherence tomography (SD-OCT) and fluorescein angiography (FA). The SD-OCT scans showed preserved retinal structure in control mice, but alteration of the retina was observed in the APB5-treated mice, which was also manifested by the blue color of the corresponding OCT heatmap (Figure 4, C and D). Automated quantification of the central (3 mm region) and peripheral (6 mm region) retina thickness using the HEYEX software of SD-OCT showed that minocycline preserved retinal structural integrity and limited retina thinning at the peripheral region but not the central region (Figure 4, E and F). Moreover, FA showed fluorescein leakage in retinal capillaries of APB5 mice (Figure 4G), which is consistent with the clinical observation in patients with DR, but this leakage was diminished in minocycline-treated mice, thereby indicating preservation of retinal capillaries from damage (Figure 4H). Next, we examined the patterning of retinal vasculature in 4-week-old mice. In the superficial plexus, we observed dilated capillaries in the APB5 retinas, but no significant changes were detected in the vascular density of the superficial vasculature (Figure 4I). Treatment with minocycline rescued capillary diameter and decreased the levels of ICAM1 in the APB5-treated mice (Figure 4, J and K).

### Minocycline dampens microglia activation in the mature mouse retina.

Besides the vascular patterning, we investigated the phenotype of microglia in mature retinas. Consistent with the observation in P10 retinas, APB5 induced and sustained the activation of microglia within the IPL and OPL of mature retinas. Notably, microglia portrayed a migratory phenotype where they migrated across the ONL into the SRS (Figure 5, A–C). Prolonged treatment with minocycline reduced the migratory capacity of microglia and, hence, the number of Iba1^+^ cells in the ONL, SRS, and in the IPL as well as OPL (Figure 5, D–G). Next, we analyzed the key morphometric attributes of microglia in the OPL as an indicator of microglia activation. Here, we chose to analyze Iba1^+^ cells in the OPL because we recorded a high degree of visible microglia activation in this region. Microglia in APB5 retinas had a significantly reduced ramification index, spanned area, number of branches, number of junctions, and tree length (Figure 5, H–M) than did IgG control mice. Although treatment with minocycline significantly increased the spanned area and tree length of microglia in APB5 retinas, it did not restore the ramification index, number of branches and junctions to the homeostatic state. Further analyses of retinal lysates detected a significant upregulation of CCL2, an important chemokine for recruitment of phagocytes, but the levels of TSPO did not differ significantly among the experimental groups (Figure 5, N and O). Thus, minocycline reduced the recruitment of microglia, likely via downregulating of CCL2 in APB5 retinas. Since astrocytic stress is also a common feature of retinal pathologies, we investigated the expression GFAP in astrocytes and Müller glia in APB5 mice with or without minocycline treatment. IHC clearly revealed the presence of GFAP stress fibers in retinal Müller cells of APB5-treated mice, which was abrogated in minocycline-treated retinas (Supplemental Figure 2, E–G).

### Anti-PDGFRβ mAb and minocycline induced global transcriptomic changes in the retina.

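Retinas of C57BL/6J mice were collected on day 28, in 4 groups of 3 RNA-Seq libraries each. APB5, an antibody that blocks PDGFRβ, the receptor through which PDGFB recruits pericytes, or control IgG was injected on day 1 at 30 µg. The IgG+Mino and APB5+Mino groups then received minocycline daily from day 5 to day 27, at a dose that the deposited labels give as 45 mg/kg. Poly-A RNA was made into strand-specific libraries, and the values used here are the authors' deposited counts of reads per gene from the DRAGEN RNA pipeline on the mouse mm39 genome, before any normalization.

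The table held 50559 genes, of which 35088 had a count in any library. Total counts per library ranged from 54774684 to 59411044 in IgG (median 55648430) and from 56194301 to 59265364 in IgG+Mino (median 57397155). They ranged from 53392207 to 58852253 in APB5 (median 55730354) and from 52740545 to 57160704 in APB5+Mino (median 53605994). Between 26897 and 28479 genes were detected per library. A count of 3, taken as the floor for a fold change, corresponded to 0.0448 to 0.0587 CPM, the count of a gene scaled by edgeR to a common library total.

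Counts were normalized by edgeR's TMM method. Each pair of groups was compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the genes that passed edgeR's filter on low counts. DEGs were genes with an adjusted P of at most 0.05 and a log2 fold change of at least 1 in either direction. The paper gives the same fold threshold, with P in its text and FDR in the legend of Figure 6. With 3 libraries per group, an exact permutation test cannot give a two-sided P below 0.1.

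Pearson correlations of log2 CPM between replicates of a group ranged from 0.954 to 0.990 across genes, which are not independent replicates. Every pair of replicates differed by more than sampling noise, with a chi-square per gene from 12.5 to 344. APB5 replicate 3 lay apart from the other 11 libraries on the first principal component, which held 38.5% of the variance, with a score of 126.6 against −53.8 to 25.6. Its TMM factor was 1.137, the highest of the 12.

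The paper used mice of mixed sexes, and the labels do not give the sex of each mouse. Xist, transcribed from the inactive X chromosome, had at least 47210 counts in the 3 IgG libraries, APB5 replicate 3 and APB5+Mino replicate 3, and at most 38 in the other 7 libraries. The summed counts of the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y were at most 6 in the former and at least 9336 in the latter. Of the 3 libraries in a group, Xist was thus high in 3 of IgG, 0 of IgG+Mino, 1 of APB5 and 1 of APB5+Mino. By this measure APB5 and APB5+Mino had the same sex composition, and IgG and IgG+Mino differed from them and from each other. Once APB5 replicate 3 is left out, the remaining APB5 libraries are all low in Xist and the IgG libraries all high. No fit of APB5 against IgG without that library can therefore tell an effect of APB5 from one of sex.

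Pdgfrb, the gene of the antibody's target (chromosome 18, 61178212 to 61218133 on GRCm39), was examined first. It had 15.5 ± 3.99 CPM in IgG and 23.2 ± 12.8 CPM in APB5 (mean ± SD, n = 3 libraries per group). Its log2 fold change was 0.60 (SE 0.38, adjusted P = 0.707, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.034 without APB5 replicate 3. A list of 18 pericyte and smooth muscle genes, 16 of them tested, had a median log2 fold change of 0.65 in APB5 against IgG (camera gene list test, two-sided, adjusted P = 0.0903). The median was 0.083 without APB5 replicate 3, and 1.00 and 1.09 without IgG replicate 3 and APB5 replicate 2. In 3 of the 6 fits that each left out 1 library, the list passed as higher in APB5 (camera adjusted P down to 0.00456). Neither the target gene nor the pericyte list was lower in APB5 retinas. These are levels in RNA of the whole retina on day 28, and the list also holds smooth muscle genes. The paper measured pericyte coverage by staining at an earlier age and found it impaired by APB5. The RNA levels here do not measure that coverage.

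**Figure D1:**
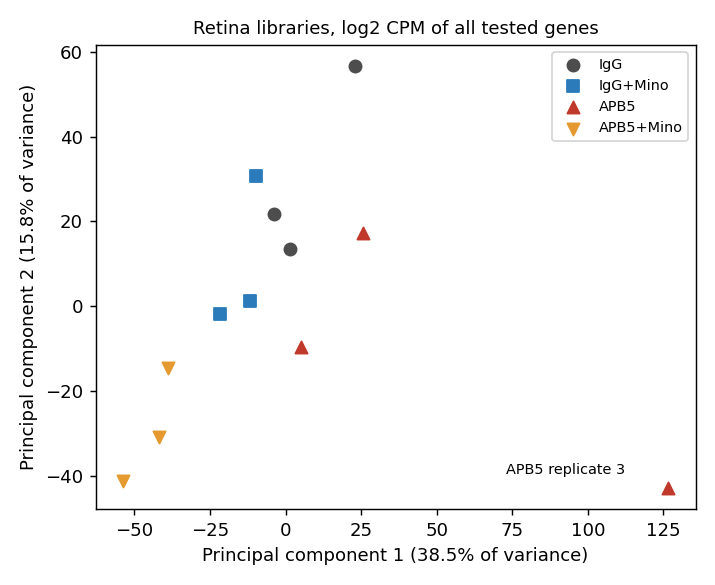
The 12 libraries on the first (38.5% of the variance) and second (15.8%) principal components of log2 CPM, with 1 point per library colored by group. APB5 replicate 3 has the highest score on the first component (126.6).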

We then investigated the effect of APB5 and minocycline on the retinal transcriptome by performing RNA-Seq of retinal tissues of 4 weeks of age. Comparative analyses of the gene expression profile between the APB5 and IgG retinas identified 116 differentially expressed genes (DEGs), out of which 102 were upregulated, whereas 5 were downregulated at a cut-off set to log_2_ fold change ± 1 and *P* ≤ 0.05. 

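From the deposited counts, 20350 genes were tested between APB5 and IgG retinas. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes were upregulated and 0 downregulated at the cut-off, and the smallest adjusted P was 0.277. At an unadjusted P under 0.05, 659 genes were upregulated and 112 downregulated with the same fold threshold. Without a fold threshold 1472 genes had such a P, where chance alone gives 1018. The 3 APB5 libraries all lay above or all lay below the 3 IgG libraries for 3190 genes (15.7% of those tested, where chance gives 10%).

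The setting that moved these counts most was log2 CPM of Xist as a covariate in a fit of all 12 libraries, with 1078 upregulated and 147 downregulated genes. Within a group, Xist differs widely only in APB5 and APB5+Mino, where replicate 3 alone is high. The covariate therefore cannot separate sex from what sets APB5 replicate 3 apart, and its calls are not adjusted for sex alone. DESeq2 on the same 6 libraries called 109 upregulated and 9 downregulated genes. The authors' deposited table for this comparison held 115 genes with an adjusted P of at most 0.05, 102 of them upregulated, 5 downregulated and 8 below the fold threshold. Of these, 96 and 5 were called in the same direction by DESeq2 here.

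When APB5 replicate 3 was left out, edgeR's test called 18 upregulated genes, 12 of them among those upregulated in the authors' deposited table, and 3 downregulated genes. The 18 included 4 genes of the Y chromosome, and the 3 were Gm20517, Gm45351 and Xist, named after their values were seen. This fit sets APB5 libraries low in Xist against IgG libraries high in Xist, so the fit alone cannot ascribe its calls to APB5 rather than sex. No gene was called without any other library.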

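C4b and Fgf2 had log2 fold changes of 3.82 and 2.15 in APB5 against IgG retinas (SE 0.69 and 0.27, adjusted P = 0.664 and 0.322, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). C4b (chromosome 17, 34947354 to 34962912 on GRCm39) had 10.3 ± 3.56 CPM in IgG and 142 ± 133 CPM in APB5 (mean ± SD, n = 3), and its reads could be split with those of its paralog C4a. Fgf2 (chromosome 3, 37402473 to 37464257) had 25.5 ± 4.12 CPM in IgG and 112 ± 37.5 CPM in APB5. It overlaps the antisense gene Fgf2os, and whether the authors' counting used the strand is not stated. Glycam1 (chromosome 15, 103471186 to 103473515) rose from 0.266 ± 0.201 to 5.32 ± 0.934 CPM, a log2 fold change of 4.32 (SE 0.55, adjusted P = 0.322, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of these 3 genes without APB5 replicate 3 were 2.67, 1.85 and 4.16. Their adjusted P fell to 0.0189, 0.0189 and 0.043 by the same test of edgeR, in a fit that cannot tell APB5 from sex. Leaving out another library raised the adjusted P to as much as 0.968. For these 3 genes, other libraries argue against sex as the whole cause. APB5 replicate 3, high in Xist like the IgG libraries, had 296.1 CPM of C4b, 152.6 of Fgf2 and 6.394 of Glycam1. The IgG libraries had at most 14.04, 29.91 and 0.4836 CPM. The IgG+Mino libraries, low in Xist but given minocycline, had at most 12.8, 30.22 and 0.2353 CPM.

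C3 (chromosome 17, 57510964 to 57535155), C1qa (chromosome 4, 136623223 to 136626161) and Lyz2 (chromosome 10, 117111557 to 117118346) depended most on APB5 replicate 3. Their log2 fold changes were 5.00, 2.52 and 5.03 with the 3 APB5 libraries (SE 1.36, 0.86 and 1.37) and 1.89, 0.66 and 2.07 without that library. C3 had 178.7 CPM in APB5 replicate 3, where the group mean was 64.7 CPM and the IgG mean 2.07 CPM. For C1qa the highest APB5 library had 118.5 CPM and the lowest 13.0 CPM, against 8.63 ± 1.32 CPM in IgG. Lyz2 reads could be split with its paralog Lyz1. Cfi (chromosome 3, 129629533 to 129668981), Edn2 (chromosome 4, 120018403 to 120024557) and Icam1 (chromosome 9, 20926672 to 20940113) had log2 fold changes of 2.21, 2.64 and 2.15 (SE 0.62, 0.47 and 0.52), and of 1.19, 2.03 and 1.34 without APB5 replicate 3. The adjusted P of these 6 genes was 0.664 with all libraries and 0.064 to 0.601 without APB5 replicate 3 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

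All 9 genes were higher in each APB5 library than in each IgG library (exact permutation test, two-sided P = 0.1, the smallest possible). Adjusted over the list alone, 9 of the 9 had an adjusted P of at most 0.05, against 0 over all genes tested. Because the paper chose these genes on the same libraries, the first count is not independent evidence. DESeq2 gave 7 of them an adjusted P between 5.69e-17 and 0.04, and gave C3 and C1qa none. With Xist as a covariate, which cannot separate sex from APB5 replicate 3, all 9 were called.

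**Figure D2:**
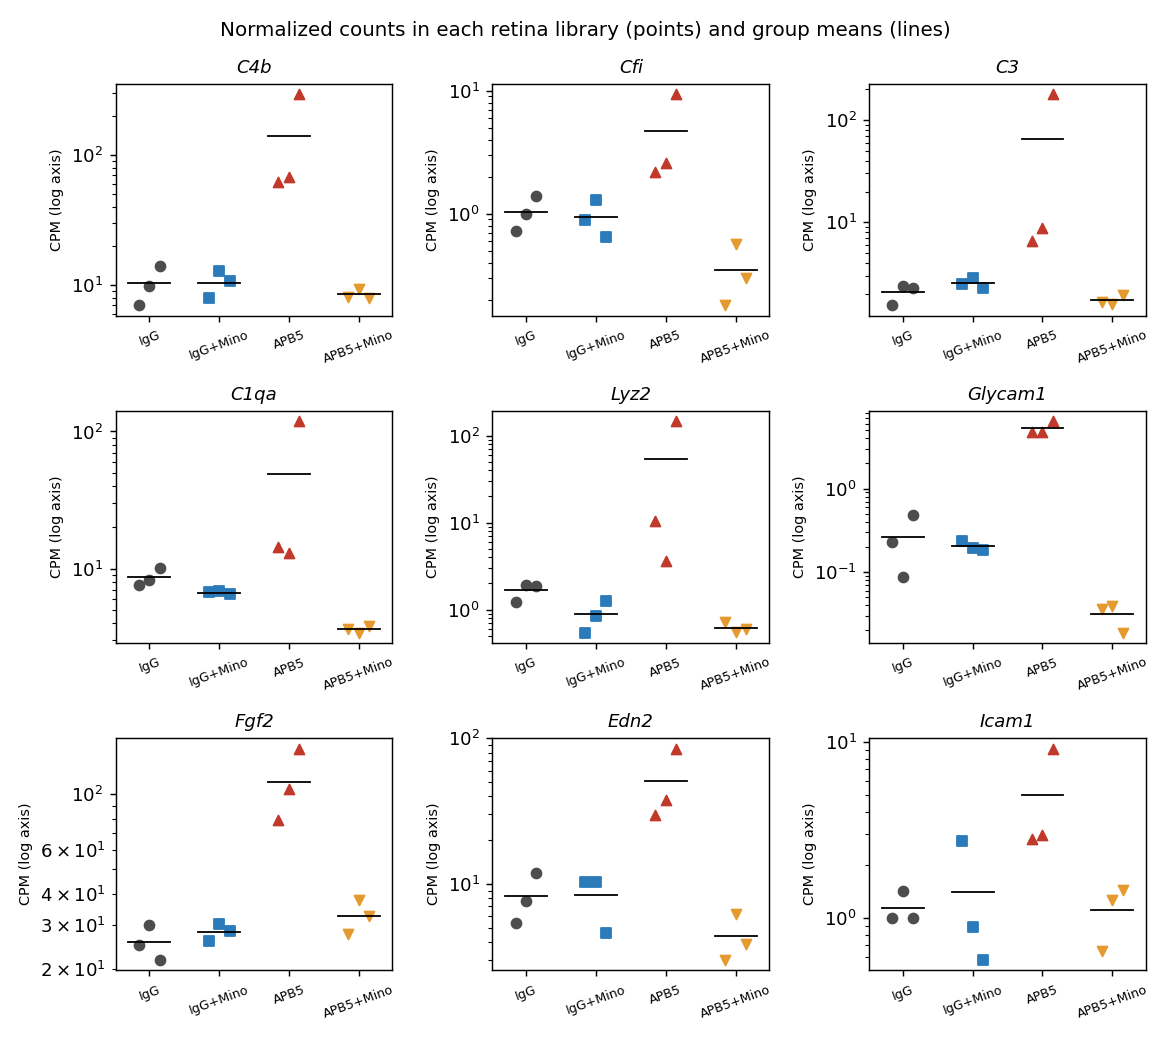
CPM of C4b, Cfi, C3, C1qa, Lyz2, Glycam1, Fgf2, Edn2 and Icam1 in each of the 12 libraries, on log axes, with 1 point per library and a line at each group's mean (n = 3). In each panel the 3 APB5 points lie above the 3 IgG points, and for C3 the APB5 points spread from 6.51 to 178.7 CPM.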

Among the top DEGs were genes related to complement system such as *C4b*, *Cfi*, *C3*, and *C1qa* and inflammation-related genes including *Lyz2*, *Glycam1*, *Fgf2*, *Edn2*, and *Icam1*, some of which are represented on the volcano plot (Figure 6A). To identify pathway enrichment in these retinas, we performed gene set enrichment analyses of all DEGs using the Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) database. 

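Pathway memberships were not used here, and 22 lists of marker genes written before the data were examined were tested instead. The test was camera from limma, two-sided, with its preset correlation between genes of 0.01 and adjustment over the 22 lists. In APB5 against IgG retinas, 14 lists had an adjusted P of at most 0.05, 10 higher and 4 lower. With fry, and with camera using a correlation estimated for each list, 0 of them did, with smallest adjusted P of 0.554 and 0.696. At an unadjusted P under 0.05, fry passed 1 list, endothelial activation, and camera with the estimated correlation passed 0. These were the alternatives that moved the count most.

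The complement list had a median log2 fold change of 2.12, with 19 of the 20 genes tested higher (camera from limma, adjusted P = 5.61e-07). Its median was 0.33 without APB5 replicate 3. The cellular senescence list had a median of 1.22 (adjusted P = 6.65e-05 by camera from limma), and 0.30 without that library. For the interferon response list the median was 1.03 (adjusted P = 5.23e-07 by camera from limma), and 0.42 without it. The 25 targets of HIF-1, 24 of them tested, had a median of 0.038 with 15 higher and 9 lower (adjusted P = 0.136 by camera from limma). Their median was −0.013 without IgG replicate 1 or without IgG replicate 2, and 0.15 without APB5 replicate 2. The list had an adjusted P of 0.0098 without IgG replicate 3 and of 0.0451 without APB5 replicate 2, again by camera from limma.

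**Figure D3:**
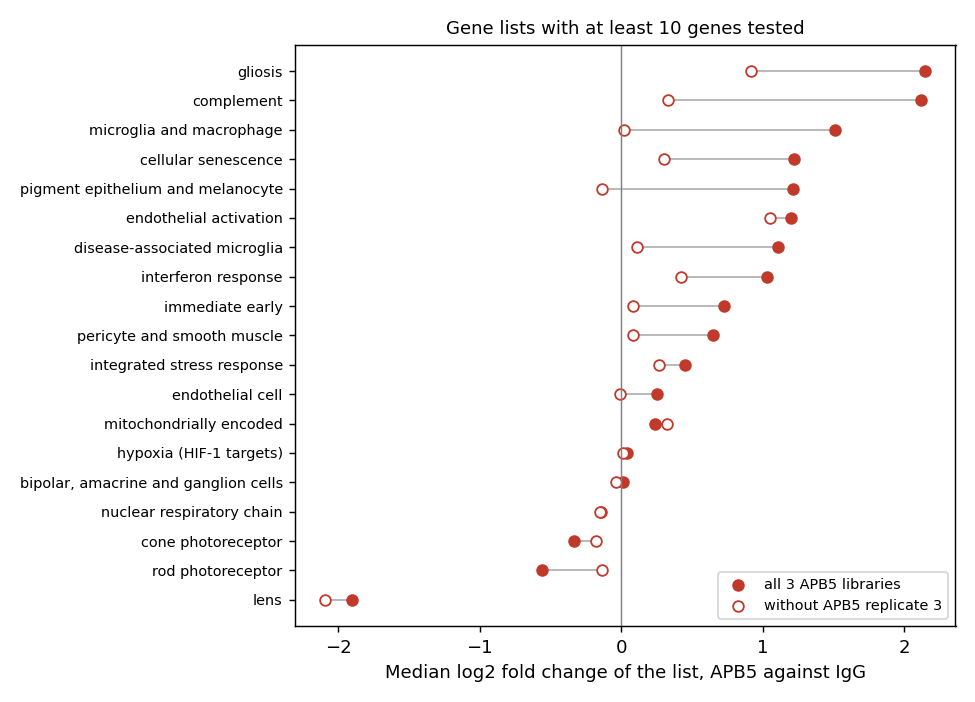
Median log2 fold change of the genes of each list with at least 10 genes tested, in APB5 against IgG retinas, with all 3 APB5 libraries (filled) and without APB5 replicate 3 (open). The median of the complement list moves from 2.12 to 0.33, and that of the gliosis list from 2.15 to 0.92.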

The top enriched KEGG pathways in APB5 retinas were involved in inflammation and diseases such as cancer, HIF-1 signaling, complement and coagulation cascades, and cellular senescence that mirror the pathogenesis of proliferative DR (Figure 6B). Furthermore, the GO domain biological processes revealed inflammation as well as hypoxic and vascular remodeling among the top APB5-induced processes (Figure 6C). Similarly, we investigated the effects of minocycline relative to APB5 on the retinal transcriptome. 

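For lists of microglial, glial and immediate early genes, APB5 replicate 3 carried much of the difference between APB5 and IgG retinas. The median log2 fold change of the microglia and macrophage list was 1.51 (18 of 22 genes higher; camera from limma, two-sided, adjusted P = 0.00629). Without that library it was 0.017 (adjusted P = 0.36 by camera from limma), and without IgG replicate 1 the adjusted P was 0.067 by camera. Genes of disease-associated microglia had a median of 1.10 (17 of 17 higher; adjusted P = 4.65e-05 by camera from limma), and 0.11 without it (adjusted P = 0.0519 by camera from limma). The gliosis list, which holds Gfap, had all 21 genes higher (adjusted P = 2.12e-12 by camera from limma), and 6 of these were DEGs without that library. In that fit the groups also differ fully in Xist. Immediate early genes had a median of 0.73 (13 of 14 higher; adjusted P = 0.00629 by camera from limma), 0.083 without APB5 replicate 3, 1.62 without IgG replicate 3 and 0.36 and 0.35 without IgG replicates 1 and 2. The list passed in 3 of the 6 fits that each left out 1 library.

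The endothelial activation list had a median of 1.20 (10 of 11 genes higher; adjusted P = 3.97e-07 by camera from limma), and 1.05 without APB5 replicate 3. The endothelial cell list had a median of 0.25 (11 of 18 higher; adjusted P = 0.417 by camera from limma), and −0.007 without that library. The paper states that the top enriched KEGG pathways in APB5 retinas mirror the pathogenesis of proliferative DR (Figure 6B).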

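Between APB5+Mino and APB5 retinas 20281 genes were tested. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 171 genes were upregulated and 166 downregulated in APB5+Mino at the cut-off, and the smallest adjusted P was 0.00316. Without a fold threshold 977 genes passed. With the replicate number as a block 0 genes passed at any fold change, the smallest adjusted P was 0.0641 by the same test of edgeR, and at an unadjusted P under 0.05 with the fold threshold 800 genes were upregulated and 1094 downregulated, where the test without the block gave 713 and 1345. The 3 libraries of each group did not overlap for 9394 genes (46.3% of those tested, where chance gives 10%), and these included all 337 DEGs.

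The numbers depended on the libraries and the method. Without APB5 replicate 1 there were 0 upregulated and 1 downregulated genes, and without APB5 replicate 2 there were 743 and 1054. Without APB5 replicate 3 there were 420 and 536, and without any 1 of the APB5+Mino libraries 0 and 0. DESeq2 called 547 upregulated and 1073 downregulated genes. With library size in place of TMM normalization, 0 and 5 genes passed. The authors' deposited table gave 4562 genes with an adjusted P of at most 0.05, of which 553 were upregulated and 1056 downregulated past the fold threshold. It shared 161 upregulated and 158 downregulated genes with the DEGs found here.

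The 5 upregulated DEGs with the smallest P among those with at least 1 CPM on average were Dip2a, LOC115486436, Cpne1, Nav3 and Thap2, with log2 fold changes of 1.05 to 1.74 and adjusted P from 0.0417 to 0.043 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 5 downregulated were Glycam1, Ndufa4l2, Sik1, Ciart and 2900057B20Rik, and the last 3 had log2 fold changes of −1.24, −1.33 and −1.92 with an adjusted P of 0.0417 each (same test of edgeR). With the replicate number as a block, each of these 10 genes had an adjusted P of 0.0641 by edgeR's test.

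**Figure D4:**
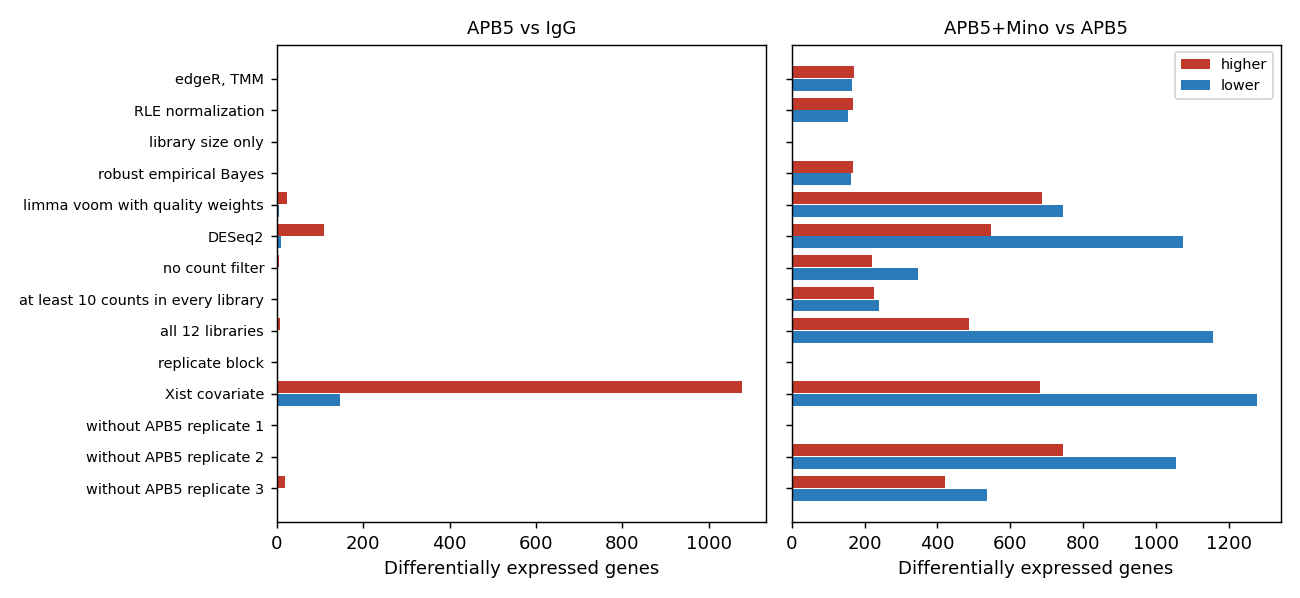
Number of genes called upregulated and downregulated in APB5 against IgG and in APB5+Mino against APB5 retinas under the settings named at the left (bars from 0). The bars of APB5+Mino against APB5 stand at 0 upregulated and 0 downregulated genes with the replicate block, 0 and 5 with library size only, and 681 and 1277 with Xist as a covariate.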

Differential gene expression analyses identified 981 downregulated and 304 upregulated genes at a cut-off set to log_2_ fold change ± 1 and *P* ≤ 0.05. Among the DEGs upregulated in the APB5 retinas, minocycline downregulated *Fgf2*, *Glycam1*, *Ndufa4l2*, and *Edn2* as illustrated in the volcano plot (Figure 6D). 

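In APB5+Mino retinas, Fgf2 had 32.7 ± 5.12 CPM and Edn2 4.37 ± 1.68 CPM (mean ± SD, n = 3), log2 fold changes of −1.80 and −3.57 against APB5 (SE 0.26 and 0.49, adjusted P = 0.043 for each, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without APB5 replicate 3 they were −1.50 and −2.96. Ndufa4l2 (chromosome 10, 127350818 to 127353038 on GRCm39) had 12.0 ± 1.55 CPM in APB5 and 1.72 ± 0.261 CPM in APB5+Mino, a log2 fold change of −2.81 (SE 0.20, adjusted P = 0.0203, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In IgG retinas it had 3.33 ± 1.76 CPM. Glycam1 had 1 to 2 counts in each APB5+Mino library, so its level was at least 94.5-fold lower than in APB5 (adjusted P = 0.00316, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, the adjusted P of Fgf2, Edn2 and Ndufa4l2 rose to as much as 0.214 and that of Glycam1 to 0.106 by the same test of edgeR. With the replicate number as a block the log2 fold changes of Fgf2, Edn2 and Ndufa4l2 were −1.75, −3.46 and −2.82, and the adjusted P of all 4 genes was 0.0641 by edgeR's test. All 4 lost their call without any 1 of the APB5+Mino libraries, and all but Glycam1 without APB5 replicate 1. All 4 genes were lower in each APB5+Mino library than in each APB5 library (exact permutation test, two-sided P = 0.1).

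Both comparisons use the same APB5 libraries, so chance alone gives opposite signs. Of the genes tested in both, 65.4% had opposite signs, against a median of 66.6% (at most 67.4%) in 20 simulations of unchanged groups. No gene was called upregulated in APB5 and downregulated in APB5+Mino, against 0 in each simulation. At an unadjusted P under 0.05 with the fold threshold, 483 genes were, against a median of 22.5 (at most 31) in the simulations. The simulations drew each gene on its own and hold no library that moves many genes together, as APB5 replicate 3 does. They therefore cannot tell whether this overlap exceeds what that shared library alone would give. Without APB5 replicate 3 the overlap of calls was 11 genes, and with DESeq2 it was 89.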

Next, we performed gene set enrichment analysis of all the 1,285 DEGs (both upregulated and downregulated) to identify enriched pathways. 

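The same 22 lists were tested between APB5+Mino and APB5 retinas, and 14 had a camera adjusted P of at most 0.05, 1 higher and 13 lower. Of these calls 1 held under fry and 0 with an estimated correlation, where 1 list, of endothelial cells, had an unadjusted P under 0.05. With each library left out in turn, 13 to 15 lists passed.

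The median log2 fold change was −2.84 for the complement list (18 of 19 genes lower, adjusted P = 1.28e-05 by camera from limma) and −2.91 for the microglia and macrophage list (21 of 21 lower, adjusted P = 1.03e-06 by camera from limma). Cfb had at most 3 counts in each APB5+Mino library, and with it set at its limit the median of the complement list was the same. These medians were −1.08 and −1.35 without APB5 replicate 3. Disease-associated microglia had a median of −1.52 (adjusted P = 0.00017 by camera from limma) and interferon response one of −1.44 (adjusted P = 0.000166 by camera from limma), which became −0.64 and −0.87 without that library. For endothelial activation the median was −1.77 (11 of 11 genes lower, adjusted P = 5.35e-05 by camera from limma), and −1.38 without it. The cellular senescence list had a median of −1.36 (adjusted P = 0.00426 by camera from limma) and the gliosis list −2.15 (adjusted P = 7.15e-06 by camera from limma). With that library left out they were −0.55 and −0.99.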

The KEGG analysis identified inflammation-associated pathways (P13k/Akt signaling, phagosome, cytokine-cytokine interaction, complement and coagulation cascades, c-type lectin receptor signaling), vascular remodeling pathways (cell-adhesion molecules, regulation of actin cytoskeleton, leukocyte transendothelial migration), and cell death and senescence pathways as key pathways regulated by minocycline (Figure 6E). 

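Vascular genes were lower in APB5+Mino than in APB5 retinas. All 18 genes of the endothelial cell list were lower, with a median log2 fold change of −0.70 (camera from limma, two-sided, adjusted P = 7.11e-06, and 0.032 by fry) and of −0.73 without APB5 replicate 3. Cldn5 (chromosome 16, 18595597 to 18597012 on GRCm39), a member of that list, had a log2 fold change of −1.68 (SE 0.16, adjusted P = 0.0417, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block these were −1.68 and 0.0641 by edgeR's test. The pericyte and smooth muscle list had a median of −1.24 (13 of 16 genes lower, adjusted P = 0.000959 by camera from limma), and −0.55 without APB5 replicate 3. HIF-1 targets had a median of −0.22 with 14 of 24 genes lower (adjusted P = 0.157 by camera from limma), and −0.13 without APB5 replicate 1. Immediate early genes, which encode transcription factors, had a median of −2.91 (14 of 14 lower, adjusted P = 7.15e-06 by camera from limma) and included 6 DEGs, of which 0 passed with the replicate block. Their median was −1.59 without APB5 replicate 3.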

The GO domain biological processes identified angiogenesis, response to hypoxia, regulation of genes expression, and response to drug as pathways sustained by minocycline (Figure 6F).

Consequently, we performed gene expression analyses by qPCR to validate the RNA-Seq transcriptome data with disease-relevant marker genes. We detected a strong upregulation of mRNA levels of *Fgf2*, *Edn2*, *Glycam1*, *Aif1*, *Casp-1*, *Tyrobp*, *Gfap*, *Actg2*, *Lyz2*, and *Cfb* in the APB5-treated retina, which were significantly reduced in minocycline treated retinas (Figure 6, G–P). The expression of genes encoding angiogenic factors (*Fgf2* and *Edn2*), mediators of inflammatory leukocyte trafficking (*Glycam-1*), and immune cell inflammatory factors (*Aif1*, *Casp-1*, *Lyz2*, and *Tyrobp*) and their suppression by minocycline aptly reflects the role of inflammatory responses in disease progression and the immunomodulatory effect of minocycline.

Although FGF2 is an angiogenic factor with secretion dynamics that remain unresolved, it is expressed by necroptotic microglia in hypoxia-induced retinopathy (29). Therefore, we sought to investigate whether APB5-induced retinopathy triggered the expression of FGF2 by microglia in the IPL, OPL, and SRS. Our findings showed a minimal coexpression of FGF2 and Iba1 in cells within the IPL and OPL of the control groups, whereas a high coexpression was observed in the APB5 groups (Supplemental Figure 3, A–C). Quantification of FGF2^+^Iba1^+^ cells established that the APB5-treated retinas had a high number of these cells, which was reduced in the minocycline-treated group (Supplemental Figure 3D).

Surprisingly, *Vegf* was not among the DEGs in the APB5 retinas relative to control retinas. 

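In APB5 against IgG retinas the log2 fold changes were 0.23 for Vegfa, 0.094 for Vegfb, 0.66 for Vegfc and −0.62 for Vegfd (SE 0.14, 0.17, 0.43 and 0.35). Their adjusted P were 0.689, 0.888, 0.709 and 0.686 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0 of the 4 had an unadjusted P under 0.05. The 3 APB5 libraries lay above the 3 IgG libraries for Vegfa and below them for Vegfd (exact permutation test, two-sided P = 0.1 for each, and P = 0.8 for Vegfb and P = 0.4 for Vegfc). The log2 fold change of Vegfb was −0.023 and that of Vegfc 0.15 without APB5 replicate 3. None of the 4 was a DEG in this comparison under the settings tried, DESeq2, voom and each library left out among them.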

Our ISH analyses detected *Vegf* mRNA in the INL of retinal sections but without notable difference in its distribution across treatment groups (Supplemental Figure 3, E–G), thereby validating the results of RNA-Seq. In addition, the analysis of gene counts of *Vegf* mRNA showed no significant differences in the expression profile of Vegf isoforms (Supplemental Figure 3, H–K).

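Vegfa (chromosome 17, 46327919 to 46343309 on GRCm39) had 9396 ± 769 counts in IgG, 8446 ± 1275 in IgG+Mino, 11335 ± 2405 in APB5 and 10354 ± 756 in APB5+Mino (mean ± SD, n = 3 libraries per group). Vegfb (chromosome 19, 6958447 to 6965127) had 2711 ± 424, 2666 ± 322, 2973 ± 779 and 2036 ± 125 counts in the same order. The counts were 127 ± 42, 108 ± 25, 210 ± 134 and 112 ± 3.1 for Vegfc (chromosome 8, 54530257 to 54640131). They were 34.3 ± 8.1, 19.7 ± 3.5, 23.0 ± 6.6 and 28.0 ± 5.6 for Vegfd (chromosome X, 163156240 to 163185646).

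In APB5+Mino against APB5, the normalized counts of Vegfb did not overlap between the groups, with a log2 fold change of −0.40 (SE 0.14, adjusted P = 0.0875, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; exact permutation test, two-sided P = 0.1). Its adjusted P was 0.0334 by edgeR's test without APB5 replicate 2, and 0.0265 by voom with quality weights. The other log2 fold changes were 0.008 for Vegfa, −0.72 for Vegfc and 0.43 for Vegfd, with adjusted P from 0.209 to 0.964 by the same test of edgeR. That of Vegfa was −0.087 with library size only, −0.026 without APB5 replicate 1, −0.04 without APB5 replicate 2 and −0.015 without APB5+Mino replicate 1. Library size only shifted the genes of this comparison by a median of −0.089. Vegfc had −0.22 without APB5 replicate 3. In IgG+Mino against IgG the log2 fold changes of the 4 genes ranged from −0.74 to 0.034, with adjusted P from 0.585 to 0.952 by edgeR's test. Between APB5+Mino and IgG+Mino, Vegfa had a log2 fold change of 0.35 (SE 0.10) and Vegfb one of −0.34 (SE 0.11), with adjusted P of 0.0682 and 0.0733 by edgeR's test, and the groups did not overlap for either gene. With each library left out in turn, these ranged from 0.044 to 0.223 and from 0.0558 to 0.221 by edgeR's test, and DESeq2 gave 0.0227 and 0.031. The authors' deposited transcript tables list 10 transcripts of Vegfa, 2 of Vegfb, 1 of Vegfc and 2 of Vegfd. The smallest of the authors' adjusted P among them was 0.848 in APB5 against IgG, 0.782 in IgG+Mino against IgG and 0.128 in APB5+Mino against APB5.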

As microglia reactivity was prevalent in the pericyte-depleted retinas by 4 weeks of age, we sought to investigate the progression of disease by depleting CSF-1R–expressing cells. Using this approach, we aimed at studying the effect of systemic macrophage depletion in the retina. Here, we show that CSF-1R inhibition by PLX3397 effectively depleted Iba1^+^ cells within the retina but without diminishing GFAP expression (Supplemental Figure 4, A–C). Although the depletion of CSF-1R–expressing cells reduced vascular permeability as a measure of fluorescein intensity (Supplemental Figure 4, D and E), the loss of these cells was not sufficient to reverse capillary APB5-induced capillary dilation (Supplemental Figure 4F). Further analysis of the mRNA levels of markers of microglia reactivity and angiogenesis revealed that pharmacological depletion of CSF-1R^+^ cells remarkably reduced the expression of Aif1, CCl2, and Icam1 but not Pgf (Supplemental Figure 4, G–J). Collectively, depletion of microglia and other mononuclear phagocytes, including infiltrating peripheral monocytes and leukocytes, modulates inflammatory gene expression and reduces vascular permeability but without absolute rescue of capillary size.

### Endothelial deletion of PDGFB impairs BRB integrity.

The retention of sufficient PDGFB in the vascular endothelium is indispensable for proper recruitment and investment of pericytes to ECs (30). A significant reduction of pericyte density in retinal vasculature during development leads to a phenotype reminiscent of human DR in mice (31). In order to gain deeper insights into pathogenesis of DR upon genetic attenuation of PDGFB/PDGFRβ signaling, we depleted PDGFB in retinal endothelium in a tamoxifen-inducible manner by crossing the *Pdgfb*^fl/fl^ (31) with the VE-Cadherin-Cre^ERT2^ (32) to generate conditional EC PDGFB-KO mice, *Pdgfb*^iECKO^ (Figure 7A). Quantitative PCR (qPCR) analyses of *Pdgfb* transcripts in whole retina lysates revealed that *Pdgfb* mRNA levels were significantly reduced by almost 50% in the *Pdgfb*^iECKO^ retinas compared with WT mice (Figure 7B). The transcript levels of *Cdh5* and *Pdgfrβ* did not vary among the groups (Figure 7, C and D).

Next, we investigated the retinal structure and vessel integrity in vivo in the 4-week-old mice. SD-OCT analyses revealed thinning of the retina in the central and peripheral regions of the *Pdgfb*^iECKO^ mice (Figure 7, E and F). Treatment of *Pdgfb*^iECKO^ mice with minocycline restored retinal thickness of the central retina but not the peripheral retina (Figure 7, G and H). Vascular permeability as measured by FA showed that the enlarged capillaries visible in *Pdgfb*^iECKO^ retinas were diminished in minocycline-treated mice (Figure 7, I and J). IHC with Isolectin B4 on retinal whole mounts, and subsequent analysis of the superficial vasculature revealed no significant differences in the vascular density or branching index but did reveal significant differences in capillary diameter between WT and *Pdgfb*^iECKO^ mice retinas; these differences marked by dilated capillaries were rescued with minocycline (Figure 7, K–N). Subsequent analyses by qRT-PCR showed that the levels of key EC inflammatory and vascular destabilization factors VEGF, PIGF, and EDN2 were significantly upregulated in PDGFB-depleted retinas, but significantly reduced in retinas of minocycline-treated mice (Figure 7, O–Q). Taken together, these findings imply that minocycline exerted a modulatory effect on capillary ECs either directly or indirectly by dampening the proangiogenic responses of ECs to preserve capillary structure.

### Loss of PDGFB in ECs leads to inter- and intraindividual variation in disease outcome.

Even though we used an inducible genetic method to deplete PDGFB in retinal endothelium, we observed intraindividual variation in the disease outcome. For instance, FA showed retinal vascular engorgement in one eye but not the other eye in the same PDGFB-depleted mouse (Supplemental Figure 5). In addition, angiographic analyses of *Pdgfb*^iECKO^ retinas revealed that the vascular abnormalities and leakage were more likely to occur in both eyes of males than females (Supplemental Table 1). Among the male mice, the likelihood of the phenotype occurring in the left and right eye was 80% and 50%, respectively. In retinas of *Pdgfb*^iECKO^ female mice, the likelihood of the vascular phenotype occurring in the left and right eye was 50% and 50%, respectively. Previously, Enge and colleagues reported the intra- and interindividual variation in disease phenotype in endothelium-restricted PDGFB loss in the CNS but with a focus on pericyte coverage (31). Moreover, the intraindividual variation in disease progression in the PDGFB-depleted retinas is reminiscent of the clinical progression of human DR, where retinal microvasculopathy first manifests in one of the eyes of a DR patient during the progression of the disease.

### Minocycline limits adverse microglia activation in PDGFB-depleted retinas.

We next asked whether impaired vascular patterning in PDGFB-depleted retinas was associated with microglia activation. To answer this question, we performed IHC with Iba1 on retina sections and whole mounts. In the WT mice, with or without minocycline, Iba1^+^ cells occupied the IPL and OPL, where they exhibited a homeostatic ramified morphology. In contrast, Iba1^+^ cells in the PDGFB-depleted retinas exhibited an activated morphology indicated by clamping together in the OPL, which was reversed in minocycline-treated retinas (Figure 8, A–C). In contrast to WT and minocycline-treated mice, microglia within the OPL of PDGFB-depleted retinas portrayed a decrease in ramification index, spanned area, area, number of junctions, number of branches, and tree length as analyzed with micromorphometry (Figure 8, D–I).

Minocycline treatment also downregulated several transcripts associated with activated microglia including *Aif1*, *Tspo*, *Lgals3*, *Fgf2*, and *Lyz2* in the PDGFB-depleted retinas (Figure 8, J–N). Furthermore, minocycline downregulated activators of cellular inflammation and EC dissociation such as *Casp1*, *Gfap*, *Vwf*, and *Stat3* in the diseased retinas (Figure 8, O–R). Thus, inhibiting microglia reactivity with minocycline not only suppressed secretion of inflammatory factors but also downregulated *Fgf*2, *Stat*3, and *Vwf* transcripts, which sustain inflammation of ECs and breakdown of tight junctions in retinal endothelium.

### Depletion of PDGFB in retinal ECs leads to secretion of proangiogenic factors and Müller cell gliosis.

Since the expression of FGF2 and VEGF was abundant in PDGFB-depleted retinas, we investigated their cellular sources in situ using RNAscope hybridization technology. We detected an intense signal of *Vegf* mRNA within the cell bodies of Müller glia, marked by glutamine synthetase, within the INL of PDGFB-depleted retinas, which was suppressed in minocycline-treated retinas (Supplemental Figure 6, A–D). In the retinas of WT mice, *Fgf2* mRNA was localized within the INL but was detected in the ONL of PDGFB-depleted mice (Supplemental Figure 6E). In addition, *Fgf2* mRNA did not colocalize with *Aif1* mRNA or Iba1 (Supplemental Figure 6, F–H).

Furthermore, we investigated reactive gliosis — specifically, whether Müller cells exhibited increased expression of GFAP in the PDGFB-depleted retinas. IHC with GFAP and glutamine synthetase revealed that loss of PDGFB in retinal ECs was associated with reactive gliosis of Müller cells, which was suppressed by minocycline (Supplemental Figure 7, A–C). Taken together, minocycline limits Müller cell gliosis within the retina, thereby modulating disease progression and protecting the retina from glia reactivity.

## Discussion

The destabilization of the structural components of the iBRB during postnatal life in mice leads to the breakdown of BRB and leakage of blood-derived components into the retina, and it triggers chronic inflammation (18, 19), which are key pathological processes in the etiology of DR. Furthermore, the dilation of retinal vessels with concomitant increase in superficial vascular density is a consequence of loss of integrity of tight-junction proteins in pericyte-free retinas.

In the present study, we show that treatment with minocycline preserved BRB components, suggesting that the therapeutic intervention promoted mitotic activity of ECs, reconstitution of tight junctions, and sprouting of ECs into the deep vascular plexus. In addition, minocycline protected ECs from cellular damage by downregulating key drivers of pathological angiogenesis, including PIGF, VEGF, ICAM-1, and SEMA3G in APB5 retinas. In patients with DR, elevated levels of SEMA3G, PIGF, VEGF, and ICAM in the vitreous and aqueous humor correlate with progression and severity of PDR (33–35). Indeed, dysregulated secretion of these angiogenic factors by the endothelium sensitizes ECs toward an inflammatory loop between endothelium and immune cells leading to chronic inflammation (18).

The antiinflammatory effect of minocycline at the early stage of pericyte-depletion retinopathy was corroborated by the downregulation of CCL2, iNOS, TSPO, and LGALS3 in minocycline-treated APB5 retinas at P10. The reduction in CCL2, a potent chemokine involved in macrophage recruitment, TSPO, and LGALS3 that we have previously shown to be highly expressed in activated microglia (36, 37) implies that minocycline dampened microglia recruitment and prolonged activation in the APB5-treated retinas at P10. In partial alignment with our studies, previous studies in the APB5 retinas detected infiltration of perivascular macrophages at P6 and P10 (18, 27), possibly driven by CCL2 activity. Taken together, these findings suggest that minocycline prevents damage of the iBRB structural components by suppressing excessive secretion of harmful angiogenic factors and limits microglia inflammatory responses in the postnatal murine retina.

Although minocycline preserved photoreceptors in the APB5 model of pericyte depletion, the effect was not sufficient to restore visual acuity in adult mice. Since visual function also relies on the signaling activity of retinal neurons, our findings imply that the recovery of photoreceptor density in minocycline-treated mice may occur prior to restoration of the complete function of bipolar and amacrine cells that generate action potentials to transmit electric signals across the retina. Minocycline reduced microglia migration across the nuclear layers and reduced the increased recruitment of Iba1^+^ cells within the IPL and OPL of APB5 retinas. Although the precise molecular target of minocycline in this pathology is yet to be identified, the effect exerted on microglia was achieved through targeting AIF1, LYZ2, CCL2, and FGF2 in the retina, thereby affecting the retinal secretome and restoring the homeostatic phenotype of microglia. The present findings support previous studies including our own that showed minocycline inhibited microgliosis and photoreceptor loss in mouse models of age-related retinal degeneration and P23H-1 (rhodopsin mutation) rat model of retinal degeneration (21, 22, 38, 39). Similarly, minocycline was reported to suppress microglia activation and release of cytokines in a rat model of Streptozotocin-induced diabetes (25). While the STZ models recapitulate systemic hyperglycemia, a key feature in the development of DR, they fall short of fully recapitulating the ocular phenotype associated with DR, especially the complex vascular and neuronal changes associated with pericyte loss (40, 41). Using the model of pericyte-depletion retinopathy, we have advanced the existing knowledge of the modulatory effect of minocycline on global retina inflammation by targeting both proinflammatory and proangiogenic factors.

Furthermore, characterization of the microglia secretome showed that the angiogenic factor FGF2 was highly expressed by Iba1^+^ microglia in the APB5 retinas, but its mRNA, which was reserved within the INL of WT mice, FGF2 mRNA translocated to the ONL in PDGFB-depleted retinas. Although the secretion dynamics of FGF2 in the retina remain unresolved, FGF2 expressing retinal microglia were found to drive pathological angiogenesis in retinopathy via either hypoxia-triggered necroptosis or lactylation in microglia (29, 42). It remains unclear whether neutralization or genetic targeting of FGF2 would offer improved therapeutic benefits, such as protecting the retina from inflammation and vascular dysfunction, or enhancing visual acuity. The clinical progression of PDR is mostly associated with VEGF for which treatment is designed. However, 40%–60% of patients with DR fail to respond to anti-VEGF therapy (7, 43), raising the need for alternative therapies. The identification of FGF2, as dually expressed by microglia and vasculature in APB5 retinopathy, makes it a potential immunomodulatory target. In the APB5 model, the recapitulation of the human DME, particularly thickening of the retina, may be dependent on the amount of APB5 mAb administered. In the present study, 30 μg was adequate to impair vascularization and trigger photoreceptor loss in adult mice. Other studies have shown that a higher dose of APB5 reproduces the phenotype of human DME in mice (44), which is an irreversible stage.

Since chronically activated microglia are key contributors to retinal pathologies, we established that depletion of all CSF-1R–expressing macrophages with PLX3397 protected the retina from elevated inflammation and vascular leakage although without complete reversal of dilated capillaries. This suggests that microglia may play an intrinsic role in the restoration of vascular structure, an observation that warrants more study. We have previously shown that PLX3397 ameliorated expression of proinflammatory cytokines in the retinas of light-exposed mice but without a rescue of photoreceptor demise (45).

In adult mice, minocycline preserved BRB integrity by reducing fluorescein leakage and capillary engorgement in both APB5 and *Pdgfb*^iECKO^ mouse retinas. The failure of the BRB is a major pathological feature of DR often accompanied by thinning of the ONL and loss of vision (3, 7). The protective effect of minocycline on the BRB was corroborated with decreased levels of ICAM1, EDN2, and FGF2 in both models as well as reduced levels of VEGFA, VWF, and PIGF in PDGFB-depleted retinas. In the pericyte and PDFGB-depletion microvasculopathy, we highlight the role of EDN2, a potent vasoactive factor that overrides the effect of homeostatic regulators of angiogenesis and causes vascular alterations in the diabetic retina (46, 47). In addition, von Willebrand Factor (VWF) promotes the recruitment of leukocytes to the endothelium and extravasation of neutrophils in a platelet-dependent manner (48, 49). Similar protective effects of minocycline on CNS microvasculature have been reported in the retina and brain of rodents, including models of brain subarachnoid hemorrhage, ischemia reperfusion injury, and brain edema (50–53).

Here, we have reported sex differences in the progression of disease in the PDGFB-depleted retinas and revealed that the vascular engorgement is more likely to occur in male mice than in female mice. In addition, we have also highlighted inter- and intramouse differences in the retinal vascular phenotype. The progression of the vascular phenotype in one eye but not in the other mimics the clinical progression of DR. Based on this observation, we confirm that postnatal inhibition of PDGFB/PDGFBRβ signaling reproduces key features of the human disease in adult mice. However, we suggest further investigation on the sex differences in *Pdgfb* gene deletion efficiency and disease outcome to unravel the molecular basis for the present findings. Although angiographic images showed that vascular tortuosity and dilation was more prevalent in the *Pdgfb*^iECKO^ than in the APB5 model, EC-specific depletion of Pdgfb did not reproduce a much worse disease phenotype in 4-week-old mice compared with the pericyte depletion with APB5. Although the PDFGB-depletion model is a genetic model, the pathology triggered by Cre-inducible lines is more dependent on factors such as the dose and route of tamoxifen administration, age of mice, and time point of analyses (54).

In summary, the findings of the present study show that minocycline confers protective effects in the mouse retina following the attenuation of PDGFB/PDGFRβ signaling. We have shown that minocycline downregulates the inflammatory gene signature of microglia, microglia reactivity, and secretion of angiogenic factors during disease pathogenesis. The dual effect of minocycline on both the vasculature and immune cells partially protects the retina from advanced pathology.

## Methods

### Sex as a biological variable.

All studies were carried out on mixed sex populations. Male and female mice were distinguished in adult mice (4 weeks old) but not in neonatal mice (P1–P10). All data from adult mice were investigated for sex-specific effects, and differences were found in the retinas of 4-week-old *Pdgfb*-depleted mice.

### Animals.

Specific pathogen–free (SPF) C57BL/6J mice were reared and bred at the Eye Clinic mouse container at the University Hospital Cologne, University of Cologne. The B6.129P2-Pdgfb^tm2Cbet^/J strain commonly referred to as *Pdgfb*^fl/fl^ (stock no. 017622) (31) mice were purchased from The Jackson Laboratory. VE-Cadherin–Cre-ER^T2^ mice were generated as described previously (55). Mice were housed under SPF conditions in individually ventilated cages (GM 500, Tecniplast Greenline) with a maximum number of 5 adult mice in each cage. Room lighting was adjusted to a 12-hour/12-hour light/dark cycle with the light on at 6 a.m. and off at 6 p.m. The temperature and relative humidity were regulated to 22°C ± 2°C and 45%–65%, respectively. Mice were fed an irradiated phytoestrogen-free standard diet for rodents (Altromin 1314; 59% carbohydrates, 27% protein, 14% fat) or a diet containing PLX3397 hydrochloride (MedChemExpress) mixed with standard cow to final concentration of 1,200 ppm and had access to food and water ad libitum.

### Pharmacological inhibition of pericyte recruitment.

For the C57BL/6J mice, we aimed at blocking the recruitment of pericytes to growing ECs since the retinal vasculature develops during postnatal life in mice. To achieve this, 30 μg of a rat anti–mouse PDGFRβ mAb dissolved in PBS was injected s.c. once at P1. The control group received the same amount of a functional-grade rat IgG isotype dissolved in PBS. Both the PDGFRβ and rat IgG isotype control (catalogs 16-1402-82 and 16-4321-82, respectively), were sourced from Thermo Fisher Scientific. The proteins were concentrated to 30 μg using a 50k molecular weight cut-off (MWCO) protein concentrator (Thermo Fisher Scientific, 88540), and protein concentration was determined with BCA assay (Thermo Fisher Scientific, 23227).

### Tamoxifen injections.

Tamoxifen powder (T5648, Sigma-Aldrich) was partially dissolved in 100% ethanol and vortexed for 5 minutes. Heat-sterilized corn oil (C8267, Sigma-Aldrich) was added in a 9:1 (oil/ethanol) mixture ratio to a final concentration of 20 mg/mL TAM and incubated at 37°C until full dissolution. The corn oil was heat sterilized in an oven at 160°C and allowed to cool to room temperature. The prepared tamoxifen working solution was stored at –20°C protected from light and only diluted further in sterile corn oil to a concentration of 5 mg/mL. To induce Cre recombinase activity in the Cre-ER^T2^ mice, 100 μg of tamoxifen were injected s.c. daily from P5 to P7. Cre-ER^T2^ negative but fl/fl-positive mice (mice lacking expression of the Cre-ERT2 transgene but expressing the PDGFB floxed alleles) among the littermates were defined as WT mice for each experiment.

### PLX3397 diet.

Mice were fed with a diet containing PLX3397 (Plexxikon), mixed with normal diet chow at a concentration of 1,200 ppm for 7 days, starting at weaning (P21), and analysis was conducted at P28. Mice in the comparison groups were fed the regular diet.

### Visual acuity testing.

Analysis of visual acuity was performed with the OptoDrum device (StriaTech). Adult mice (4 weeks old) were placed on an elevated platform surrounded by computer monitors and a camera to observe animal behavior from above. The optomotor reflex was triggered with a black-and-white stripe pattern that rotated around the animal from the monitors. The stripe pattern is enhanced from wide stripes to much finer stripes, eventually reaching the threshold of the animal’s vision and the point at which the maximum reflex is achieved and maintained constantly. At this point, the OptoDrum software registers the visual acuity of the animal automatically.

### FA and spectral domain-optical coherence tomography.

Four-week-old mice were anesthetized with a mixture of ketamine (100 mg/kg bw, Ketavet; Pfizer Animal Health) and xylazine (2% Rompun; Bayer, 5 mg/kg bw) diluted in 0.9% sodium chloride by i.p. injection. Topical application of a drop of 2.5% phenylephrine and 0.5% topicamide was used to dilate pupils. Following anesthesia and pupil dilation, mice received i.p injections of 100 μL of 2.5% fluorescein (Alcon) diluted in 0.9% sodium chloride. Early-phase angiograms were recorded within 1 minute of fluorescein injection using Spectralis HRA/OCT (Heidelberg Engineering). SD-OCT was used to measure retinal thickness and the Heidelberg Eye Explorer (HEYEX) software was used to construct retinal thickness heatmaps within diameters of 3 and 6 mm from the optic nerve. The average of the 4 sectors surrounding the optic nerve within the 3 or 6 mm diameter accounted for 1 value of thickness.

### IHC of retinal flat mounts and sections.

Enucleated eyeballs from P10 and P28 mice were fixed in 4% PFA at room temperature for 1.15 hours and 2 hours, respectively. For whole-mount staining, retinas were dissected carefully and permeabilized before blocking unspecific binding sites with Perm/Block buffer overnight at 4°C. Next, whole mounts were incubated with selected primary antibodies diluted in Perm/Block buffer in the following dilutions: 1:500 for polyclonal rabbit anti-Iba-1 (019-19741, Wako) and monoclonal rat anti-CD31 (550274, BD Pharmigen); and 1:200 dilution of a polyclonal rabbit anti-NG2 antibodies (AB5320, Merck Millipore) overnight. After washing 3× with PBST-X (0.3% Triton X-100 in 1× PBS), tissues were further incubated with secondary antibodies (1:1,000 diluted in PBST-X) for 1 hour at room temperature protected from light. In addition, the retinal flat mounts were stained with TRITC-conjugated Isolectin B4 from *Bandeiraea simplicifolia* (1:100 diluted in Perm/Block, L5264, Sigma-Aldrich) for 1 hour at room temperature. After several washing steps in PBST-X, the retina and RPE flat mounts were prepared in DAKO mounting medium and allowed to dry at room temperature before microscopy.

To prepare cryosections of retinal tissue, fixed eyes were dehydrated by placing them in a graded sucrose concentration series of 10%, 15%, and 20% for the eyes from P10 pups, and 10%, 20%, and 30% for eyes from 4-week-old mice. Next, eyes were embedded in a cryomold filled with Tissue-Tek optimal cutting temperature (OCT, Sakura Finetek) medium and subsequently placed on dry ice. Retinal vertical sections of a thickness of 10 μm were cut using a cryostat (Leica, CM3050S) and used immediately for ISH RNAScope experiments or preserved at –20°C until staining. For processing of retinal sections, slides were allowed to thaw at room temperature for 10 minutes before hydration in 1× PBS. Furthermore, unspecific antigens were blocked with BLOTTO buffer for 30 minutes at room temperature followed by incubation with primary antibodies (diluted in antibody solution 1:500) at 4°C overnight. After washing steps, the sections were incubated with secondary antibodies (1:1,000 diluted in 1× PBS) at room temperature for 1 hour and protected from light. The antibodies used in the study are listed in Supplemental Table 2.

### RNAScope ISH.

RNAScope ISH (ACD, RNAscope Multiplex Fluorescent Reagent Kit v2) procedure was carried out with some modifications following the manufacturer’s instructions. Briefly, fresh frozen sections were pretreated with Protease Plus for 30 minutes at 40°C in a hybridization oven (HybEZ, ACD hybridization system) followed by washing thrice in cuvettes containing distilled water at room temperature. All the hybridization, amplification, and HRP blocking and signal detection steps were performed following the protocol provided by ACD. The following probes were used in this study: Mm-*Aif1*-C3, ACD 319141; Mm-*Vegf*-ver2-C1, ACD 412261; Mm-*Pgf*-C1, ACD 405921; and Mm-*Fgf2*-C1, ACD 316851. The C1 probes were labeled with TSA Plus Fluorophore Cyanine 5, while the C3 probes were labeled with TSA Plus Fluorophore Cyanine 3. Additionally, immunofluorescence staining was performed after ISH.

### RNA isolation, cDNA synthesis, and qPCR.

RNA was isolated from retinal tissue using the RNeasy Micro Kit (Qiagen) according to the manufacturer’s instructions. Retinal samples for RNA-Seq were dissected and immediately stored in RNAlater solution (Thermo Fisher Scientific) overnight at 4°C then frozen at –80°C and shipped on dry ice to the sequencing facility. In brief, after thawing and centrifuging for 5 minutes at 5,000*g*, the RNAlater was removed and the sample was disrupted and homogenized in 350 μL RLT buffer containing 1% β-mercaptoethanol with Precellys CK14 ceramic beads (1 cycle of 15 seconds at 5500 rpm) using a Precellys 24 Homogenisator (Bertin Corp.). Subsequently, the sample was centrifuged for 2 minutes at full speed, and 350 μL of the cleared supernatant was transferred to a new tube. One volume of 70% ethanol was added, and the sample was applied to an RNeasy MinElute spin column followed by an on-column DNase digestion and several wash steps. Finally, total RNA was eluted in 14 μL of nuclease-free water. The purity and integrity of the RNA were assessed on the Agilent 2100 Bioanalyzer with the RNA 6000 Nano LabChip reagent set (Agilent).

The first-strand complementary DNA (cDNA) was synthesized from the total mRNA using the RevertAid H Minus First-strand cDNA Synthesis Kit (Thermo Fisher Scientific) on a thermal cycler. Each reaction mix comprised 11 μL RNA, 0.2 μg/mL random hexamer primer,1× reaction buffer, 1 U/mL Ribolock RNAse inhibitor, 1 mM dNTP mix and 0.1 U/μL RevertAid RNA transcriptase. Synthesized cDNA was diluted with ddH2O to a working concentration of 20 ng/μL and 10 ng/μL for P10 and P28 retinas, respectively. The transcript levels of the genes of interest (Supplemental Table 3) were analyzed by qPCR performed in LightCycler 480 II (Roche) with SYBR Green (Takyon No Rox SYBR Master Mix dTTP blue, Eurogentec) technique. ATP synthase, H+-transporting, and mitochondrial F1 (*Atp5b*) were used as the housekeeping gene. Measurements were done in technical duplicates, and the expression of indicated genes was normalized to expression of *Atp5b* using the 2^ΔΔCT^ method.

### RNA-Seq.

Library preparation and RNA-Seq were carried out as described in the Illumina “Stranded mRNA Prep Ligation” Reference Guide, the Illumina NextSeq 2000 Sequencing System Guide (Illumina, Inc.), and the KAPA Library Quantification Kit - Illumina/ABI Prism (Roche Sequencing Solutions). In this procedure, 200 ng of total RNA was used for purifying poly-A–containing mRNA molecules using oligo(dT) magnetic beads. The mRNA was fragmented into small pieces, with an average size of 200–400 bases, using divalent cations at an elevated temperature of 94°C for 8 minutes. These RNA fragments were reverse transcribed into first-strand cDNA using reverse transcriptase and random hexamer primers. The inclusion of Actinomycin D ensured RNA-dependent synthesis, which improved strand specificity and prevented spurious DNA-dependent synthesis. Subsequently, the second-strand cDNA was synthesized using DNA Polymerase I, RNase H, and dUTP nucleotides. dUTP was incorporated instead of dTTP to prevent further amplification during PCR. The resulting cDNA fragments were adenylated at the 3′ ends, and the preindex anchors were ligated. Finally, DNA libraries were created using a 15 cycles of PCR to selectively amplify the anchor-ligated DNA fragments and to add the unique dual indexing (i7 and i5) adapters. The libraries were bead purified twice and quantified using the KAPA Library Quantification Kit. Equimolar amounts of each library were sequenced on an Illumina NextSeq 2000 instrument controlled by the NextSeq 2000 Control Software (NCS) v1.4.1.39716, using two P3 Flow Cells each run for 50 sequencing cycles with the dual index, single-read (SR) run parameters. The Real-Time Analysis Software (RTA) v3.9.25 was used for image analysis and base calling, and the resulting .cbcl files were converted into .fastq files with the bcl2fastq v2.20 software.

### FASTQ file processing alignment and differential expression analysis.

The Illumina BaseSpace Sequence Hub was utilized to process the .fastq files obtained from Illumina sequencing. The mouse mm39 reference genome (.fasta file) and corresponding reference annotation file (.gtf file) were acquired from NCBI and uploaded onto BaseSpace Hub to build a custom genome using the Reference Builder application (Illumina). The DRAGEN RNA Pipeline (Illumina) on BaseSpace Hub was used to align all the .fastq files against the custom genome and generate BAM files. The DRAGEN differential expression tool was used to analyze the BAM files and identify DEGs and gene counts, with significance at *P* ≤ 0.05 and a log_2_ fold change of ± 1. The identified DEGs were further processed on DAVID bioinformatics resource (56, 57). Volcano plots were generated on GraphPad Prism.

### Image analysis.

Morphometric analyses of the retinal microglia were performed on 2D images on MotiQ, an ImageJ (Fiji) plugin. Retinal vascular density was measured and expressed as the percent of CD31^+^ or IB4^+^ area divided by the total measured area using the AngioTool software version 0.6a (58). Pericyte coverage was calculated as NG2^+^ area divided by total CD31^+^ area of the capillary plexus. Vessel diameter was measured with the scale bar applied as a global measurement feature on ImageJ (NIH). The particle analyzer and pointer tools of ImageJ were used to count caspase-3^+^ cells and Iba1^+^ cells on retina whole mounts and vertical sections. Fluorescein intensity was measured using Image J.

### Statistics.

Alignment of RNA-Seq .fastq files was performed on Illumina BaseSpace Hub using a custom mouse genome and the DRAGEN RNA pipeline application. Further processing and differential expression analyses were performed using the DRAGEN differential analysis application on Illumina BaseSpace Hub. All data were analyzed using GraphPad Prism (version 9). One-way ANOVA followed by Šídák’s multiple comparisons test was used to calculate the difference between treatment groups. Data are presented as mean ± SD. *P* < 0.05 was considered statistically significant.

### Study approval.

All the animal husbandry and experimental procedures were carried out following the German law on animal protection and the ARVO statement for the use of animals in Ophthalmic and vision research. The governmental body responsible for animal welfare in the state of Nordrhein-Westfalen (Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen, Germany) reviewed and approved the experimental protocols in the present study. The animal experiment approval was issued under license no. 84-02.04.2020.A010.

### Data availability.

The gene expression data and have been deposited in the NCBI GEO repository under the accession no. GSE296651. Values for all data points are reported in the Supporting Data Values file.

## Author contributions

UMK’s roles included conceptualization, formal analysis, data curation, investigation, methodology, visualization, and writing of the original draft. CM’s roles included RNA-Seq analysis, methodology, reviewing, and editing. RHA contributed generation of the VE-Cadherin-Cre-ERT2 mice (46) on C57BL/6J background, proofreading, and editing. TL’s roles were conceptualization, funding acquisition, project administration, supervision, and editing the original draft as well as review.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
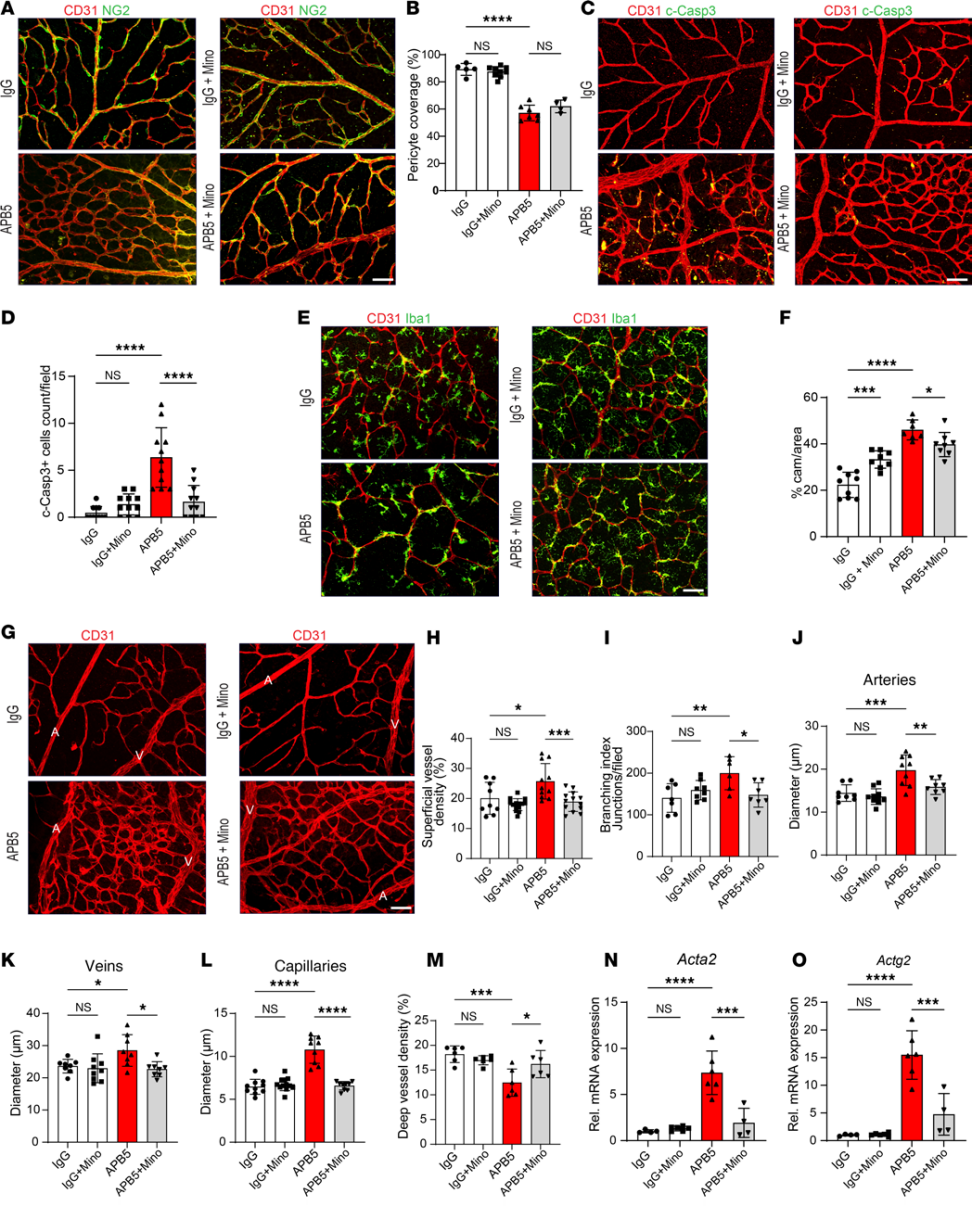
Changes in the structural components of the inner blood retina barrier during postnatal retinal vascular development at P10 following treatment with IgG or APB5 at P1 via s.c injection and daily administration of minocycline via i.p (P5–P9). (**A** and **B**) IHC for CD31 and NG2 in the capillary plexus and quantification of pericyte coverage (*n* = 4–6 retinas). (**C** and **D**) IHC and quantification of CD31 and cleaved caspase-3^+^ cells in the superficial plexus (*n* = 11). (**E** and **F**) IHC of CD31 and Iba1 in the deep vascular plexus and quantification of capillary-associated microglia (CAM) (*n* = 7-9 retinas). (**G** and **H**) Representative images IHC for CD31 on the superficial vascular plexus with the arteries and veins — labeled as A and V, respectively — and quantification of superficial vascular density (*n* = 9–12 retinas). (**I**–**L**) Quantification of the branching index of superficial vasculature (**I**) and diameters for arteries (**J**), veins (**K**), capillaries (**L**), and deep vascular density (**M**) (*n* = 6–8 retinas). (**N** and **O**) Quantification of relative mRNA expression levels of smooth muscle genes *Acta2* (**N**) and *Actg2* (**O**) in the retina (*n* = 4–6 retinas). Scale bar: 50 μm. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Data are shown as mean ± SD. One-way ANOVA.

**Figure 2:**
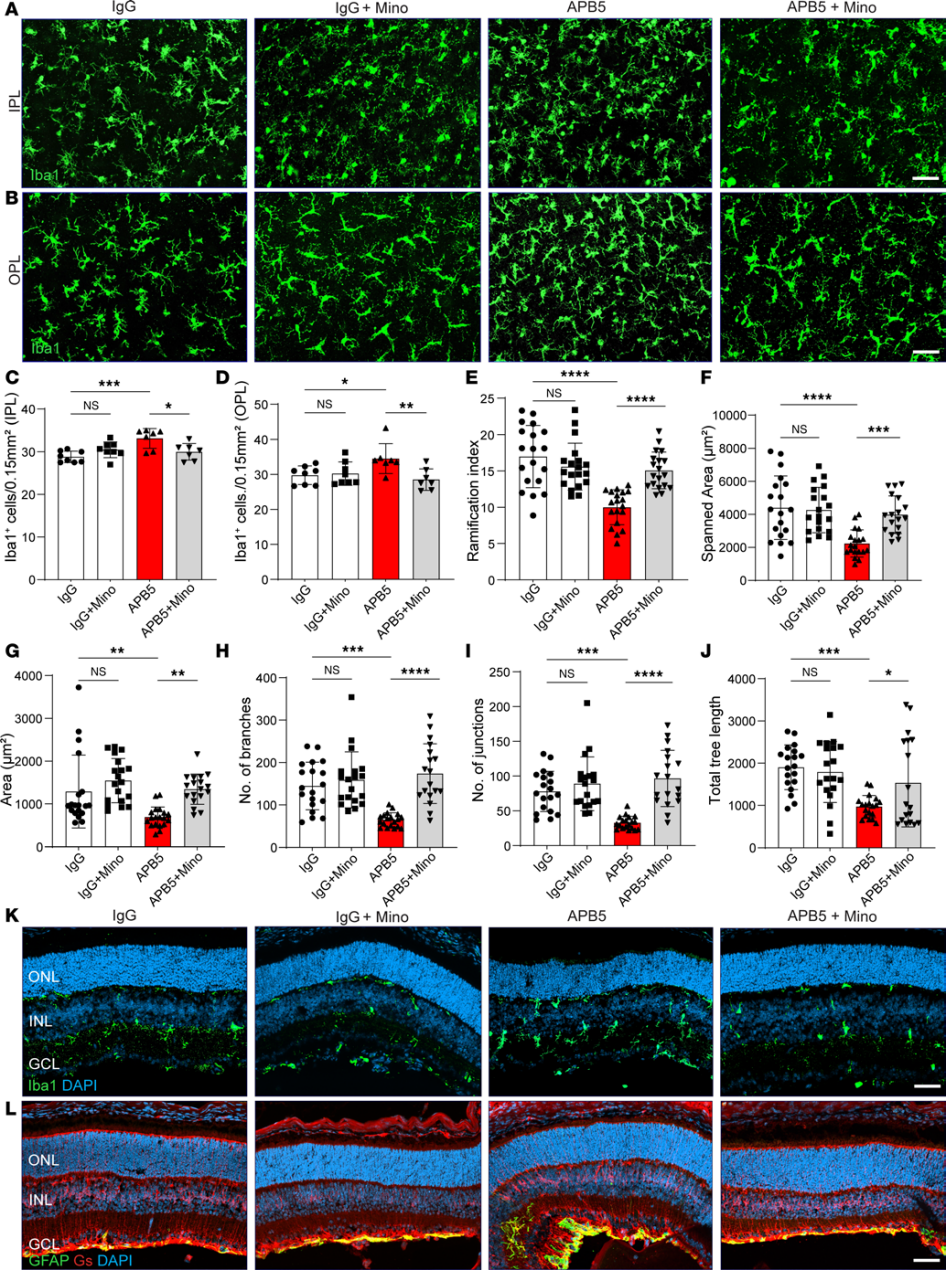
Microglia reactivity is an early event of APB5-induced retinopathy. (**A** and **B**) Representative images of Iba1^+^ cells in the IPL (**A**) and OPL (**B**) from retinal whole mounts. (**C** and **D**) Quantification of the number of Iba1^+^ cells in the IPL (**C**) and OPL (**D**) (*n* = 7–8 retinas). (**E**–**J**) Morphological analyses of retinal microglia showed that APB5 affected all analyzed parameters; ramification index (**E**), spanned area (**F**), area (**G**), number of branches (**H**), number of junctions (**I**), and total tree length (**J**) (*n* = 19 Iba1^+^ cells per group). Treatment of APB5 mice with minocycline restored the homeostatic state of microglia as indicated by all analyzed morphometric attributes. (**K**) IHC for Iba1 and DAPI on retinal sections showing the migration of Iba1^+^ cells across the INL in the APB5 retinas. (**L**) IHC for GS and GFAP on retinal sections highlighting the Müller glia reactivity in the APB5-treated retinas. Scale bar: 50 μm. *P < 0.05, ** *P* < 0.01, *** *P* < 0.001, ****P < 0.0001. Data represent mean ± SD. One way ANOVA. IPL; inner plexiform layer, OPL; outer plexiform layer; ONL, outer nuclear layer; INL, inner nuclear layer; GCL, ganglion cell layer; GS, glutamine synthetase; GFAP, glial fibrillary acid protein.

**Figure 3:**
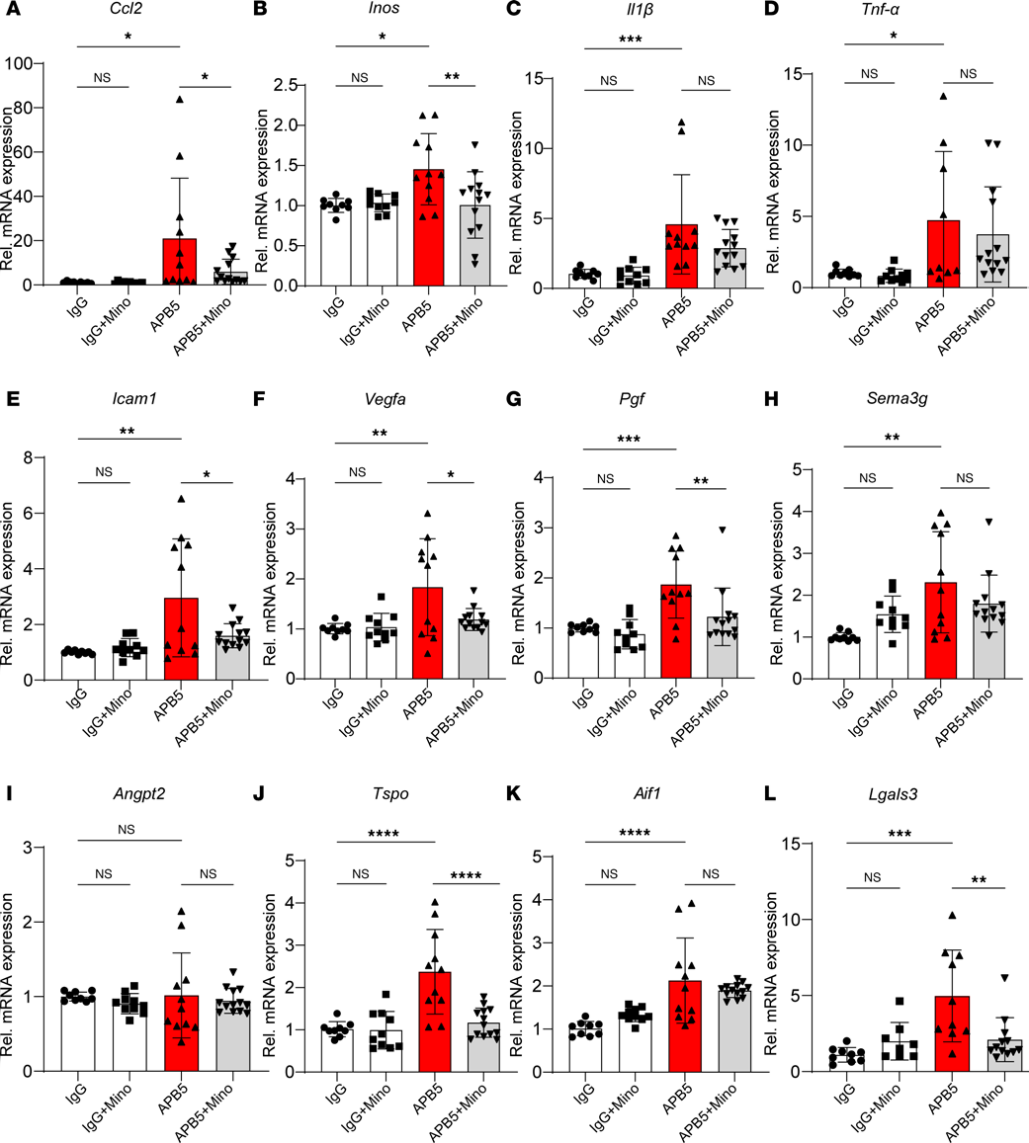
qPCR analyses of inflammatory and proangiogenic factors in P10 retinas. (**A**–**D**) APB5 induced the expression of proinflammatory genes. *Ccl2*, *Inos*, *Il1β*, and *Tnfa*. Minocycline suppressed the mRNA levels of *Ccl2* and *Inos* but not *Il1β* or *Tnf-*α. (**E**–**I**) Proangiogenic genes; *Icam1*, *Vegfa*, *Pgf*, and *Sema3g* were upregulated in APB5 retinas, but the mRNA level of *Angpt2* was not significantly different from control groups. (**J**–**L**) The mRNA levels for markers of activated microglia. *Tspo*, *Aif1*, and *Lgals3* were significantly upregulated in APB5 retinas and downregulated by minocycline with the exception of *Aif1* (*n* = 9–13). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. One-way ANOVA.

**Figure 4:**
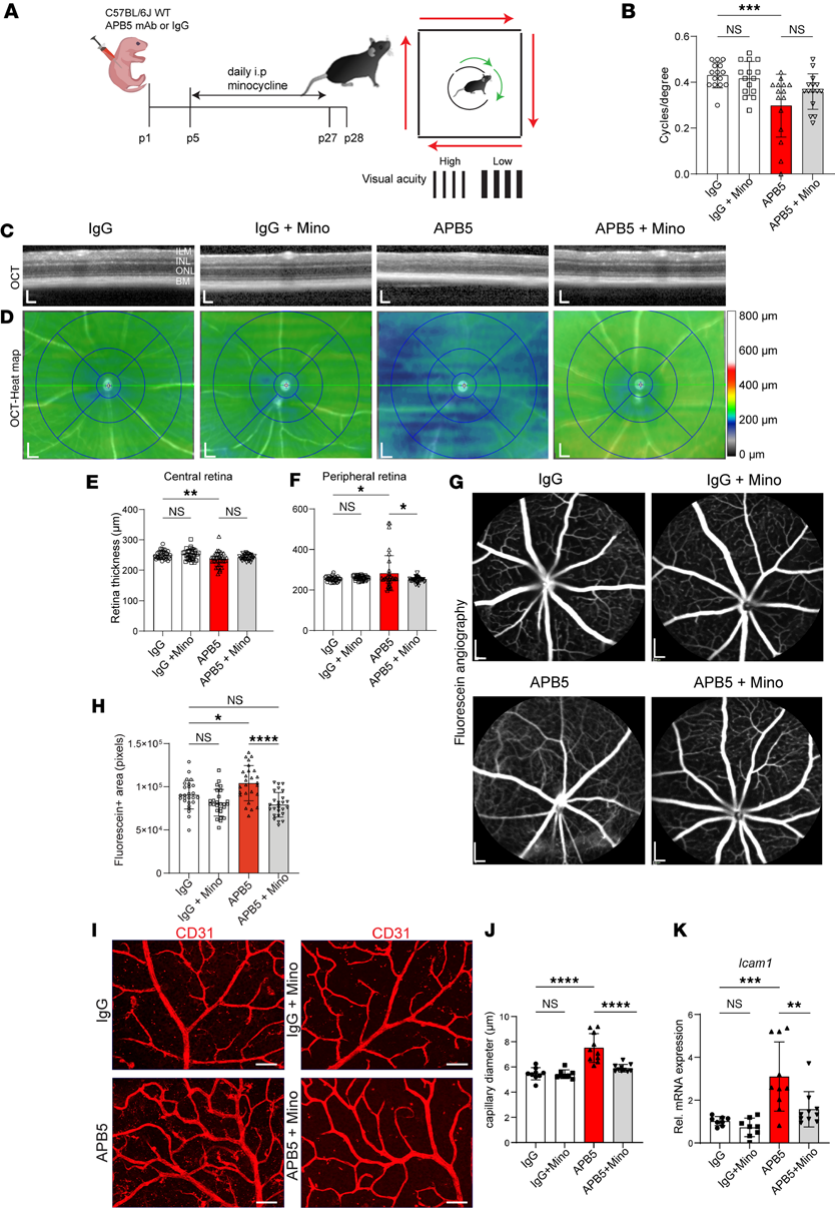
APB5-induced retinopathy triggers changes in retinal visual function and structural integrity in 4-week-old mice. (**A**) Schematic representation of treatment paradigm and analysis of visual acuity testing with the OptoDrum. (**B**) Quantification of scores of contrast sensitivity (cycles per degree) as a test of visual acuity (*n* = 15 mice). (**C** and **D**) Representative images of automated SD-OCT scans of mice retinas (**C**) and corresponding SD-OCT heatmaps (**D**); green indicates the average retina thickness in adult mice while blue indicates retina thinning. (**E** and **F**) Quantification of retina thickness within the central (**E**) and peripheral regions (**F**), which correspond to 3 mm and 6 mm, respectively, from the optic nerve head (*n* = 34–39 eyes). (**G** and **H**) Representative images of fluorescein angiography showing vessel permeability in the retina (*n* = 26 eyes per group). (**I**) IHC for CD31 on retinal capillary plexus. (**J** and **K**) Analyses of retinal capillary diameter (*n* = 8–10 retinas) and quantitative analysis of the transcript levels of *Icam1* in whole retina lysates (*n* = 8–10 retinas). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Data show mean ± SD. Scale bar: 200 μm (**G**), 50 μm (**H**). One-way ANOVA.

**Figure 5:**
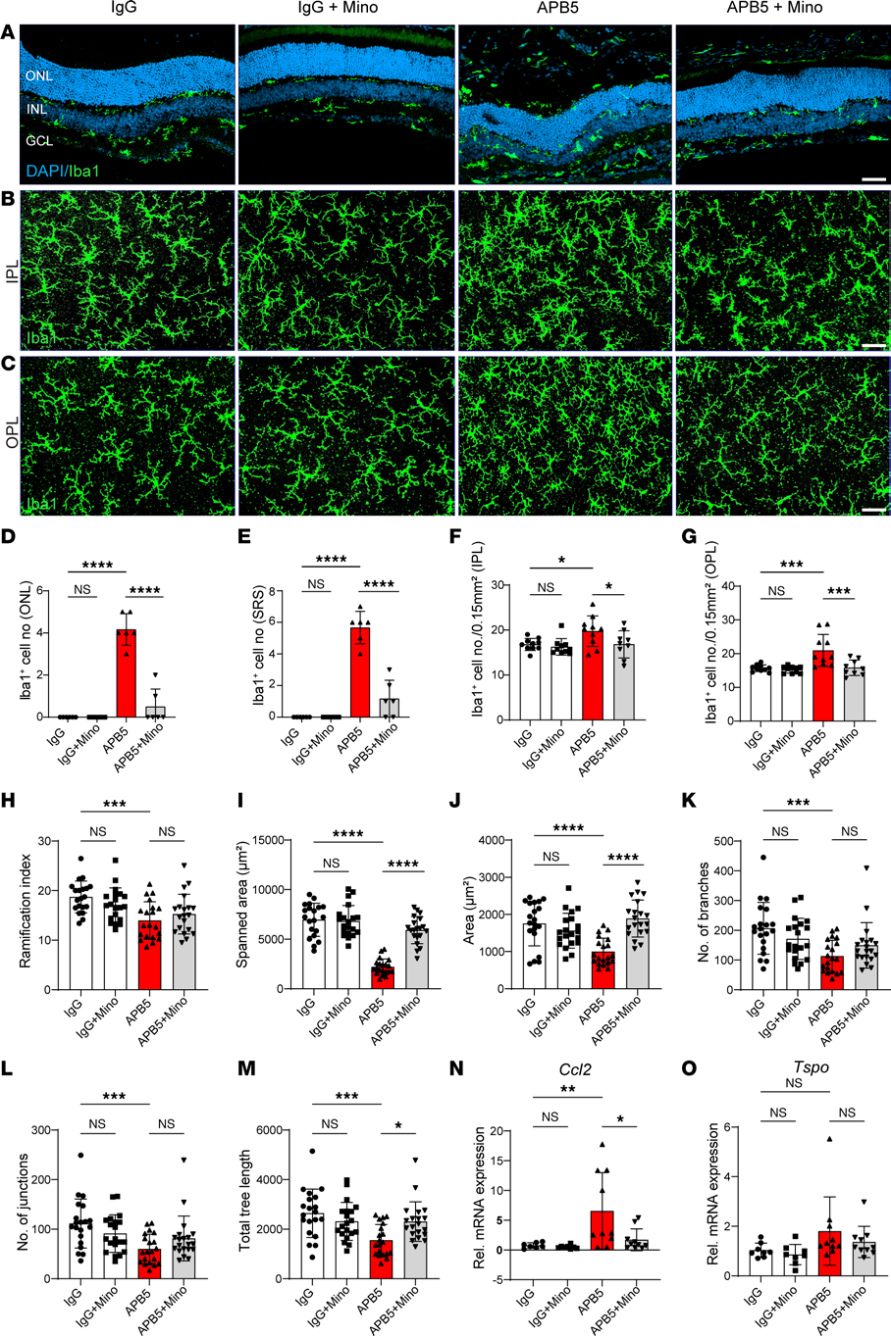
Minocycline limits APB5-triggered microglia reactivity in mature retinas. (**A**) IHC for Iba1 on retina cross-sections showing microglia localization and migration across retinal layers of APB5-treated mice and modulation by minocycline. (**B** and **C**) IHC for Iba1 on retinal whole mounts showing microglia morphology in the IPL (**B**) and OPL (**C**). (**D** and **E**) Quantification of Iba1^+^ cells within the ONL (**D**) and SRS (**E**) in retina sections (*n* = 6 retinas). (**F** and **G**) Quantification of Iba1^+^ cells within an area of 0.15mm^2^ in the IPL (**F**) and OPL (**G**) (*n* = 9–10 retinas). (**H**–**M**) Analysis of the morphometric attributes of microglia within the OPL, ramification index (**H**), spanned area (**I**), area (**J**), number of branches (**K**), number of junctions (**L**), and tree length (**M**) (*n* = 20 Iba1^+^ cells across all experimental groups). (**N** and **O**) qPCR analyses of the mRNA expression levels of chemokine CCL2 (**N**) and translocator protein (18Kda) TSPO (**O**) (*n* = 8–10 retinas). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Data show mean ± SD. One-way ANOVA.

**Figure 6:**
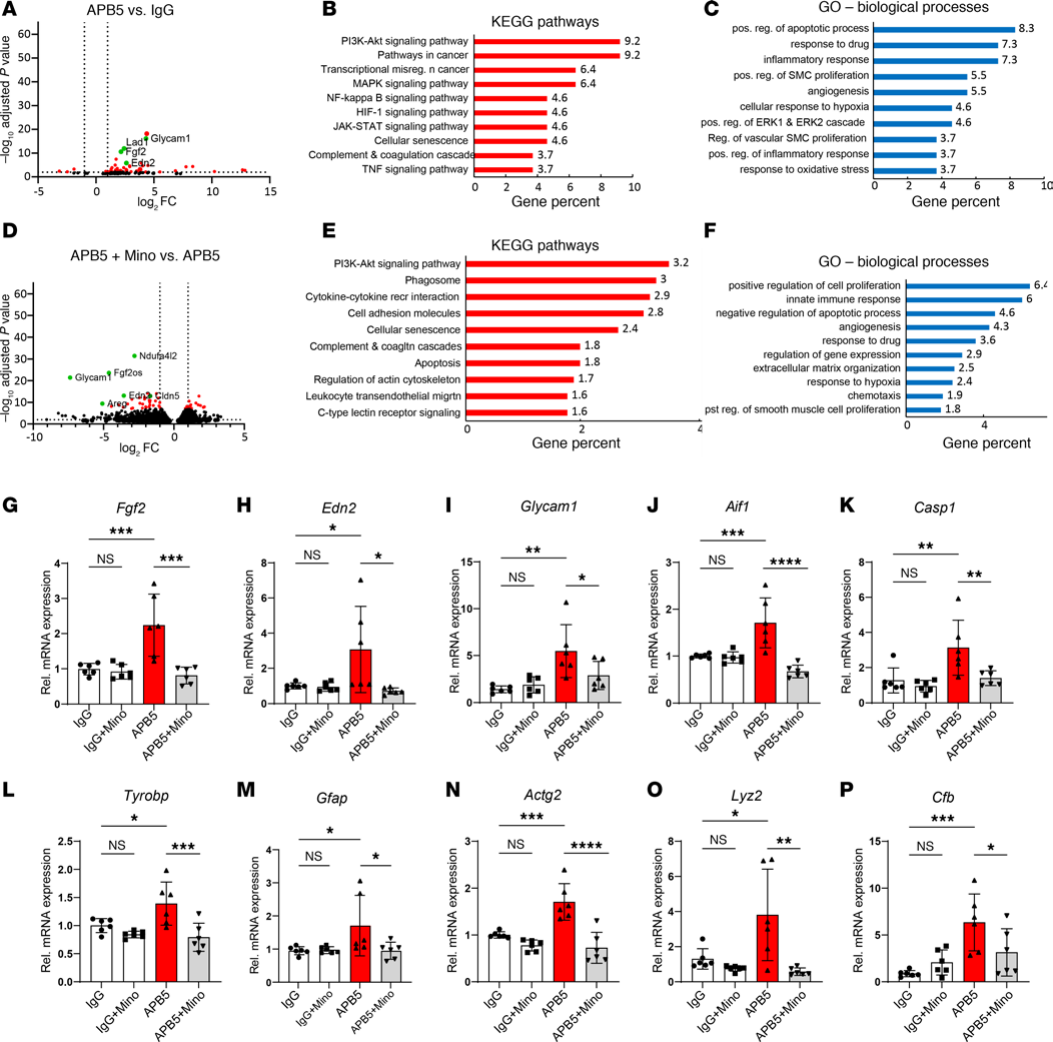
APB5 and minocycline exert global changes in retinal transcriptome of 4-week-old retinas. (**A**) A volcano plot showing comparison of DEGs between IgG and APB5 retinas. (**B**) KEGG pathway analysis showing the top 10 enriched pathways in APB5 retinas. (**C**) GO domain biological processes showing key processes enriched by APB5. (**D**) A volcano plot showing comparison of DEGs between APB5 and APB5 with minocycline retinas. (**E**) KEGG pathway analysis shows the top 10 pathways enriched by minocycline. (**F**) GO domain biological processes showing key processes enriched by minocycline in APB5 retinas. The green dots on the volcano plots label some of the DEGs. The set cut-off for the DEGs shown on the volcano plot is log_2_ FC of ± 1 and FDR of < 0.05; *n* = 3 mice in each group. (**G**–**P**) Verification of DEGs by qPCR in whole retinal lysates; *FgF2*, *Edn2*, *Glycam1*, *Aif1*, *Casp1*, *Tyrobp*, *Gfap*, *Actg2*, *Lyz2*, and *Cfb*. The mRNA levels of these factors were significantly reduced in retinas of minocycline treated mice (*n* = 6 retinas). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Data show mean ± SD. One-way ANOVA.

**Figure 7:**
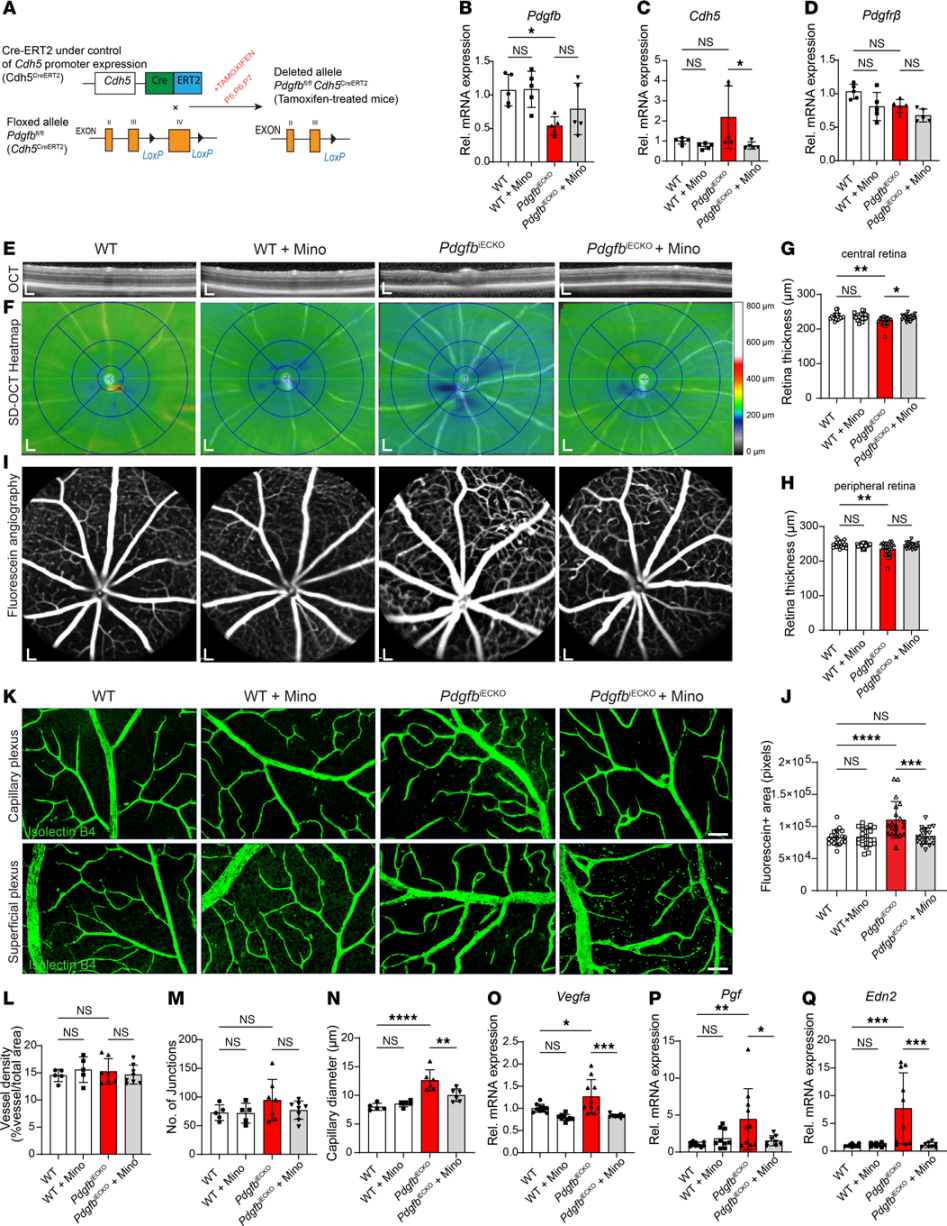
Depletion of PDGFB in retinal vascular endothelium. (**A**) Schematic representation of tamoxifen inducible depletion of PDGFB in retinal endothelium under the control of Ve-Cdh5 promoter. (**B**–**D**) qPCR analysis of mRNA expression levels of *Pdgfb* (**B**), *Cdh5* (**C**), and *Pdgfrβ* (**D**). (**E** and **F**) Representative images of automated SD-OCT scans of mice retinas (**E**) and the corresponding SD-OCT heat maps (**F**). (**G** and **H**) Quantification of retina thickness within the central (**G**) and peripheral regions (**H**), corresponding to 3 mm and 6 mm, respectively, from the optic nerve head (*n* = 20 eyes per group). (**I** and **J**) Representative images of fluorescein angiography showing vessel engorgement and permeability (**J**, *n* = 20 eye per group). (**K**–**N**) IHC with Isolectin B4 showing vascular network in the capillary and superficial plexus (**K**), and analyses of vascular density (**L**), number of junctions (**M**) (*n* = 5–8 retinas), and capillary diameters (**N**) (*n* = 5–6 retinas). (**O**–**Q**) qPCR analyses of angiogenic factors *Vegfa* (**O**), *Pgf* (**P**), and *Edn2* (**Q**) in whole retina lysates of 4-week-old mice (*n* = 8–10 retinas). Scale bar: 200 μm (**E**, **F**, and **I**) and 50 μm (**K**). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Data show mean ± SD. One-way ANOVA.

**Figure 8:**
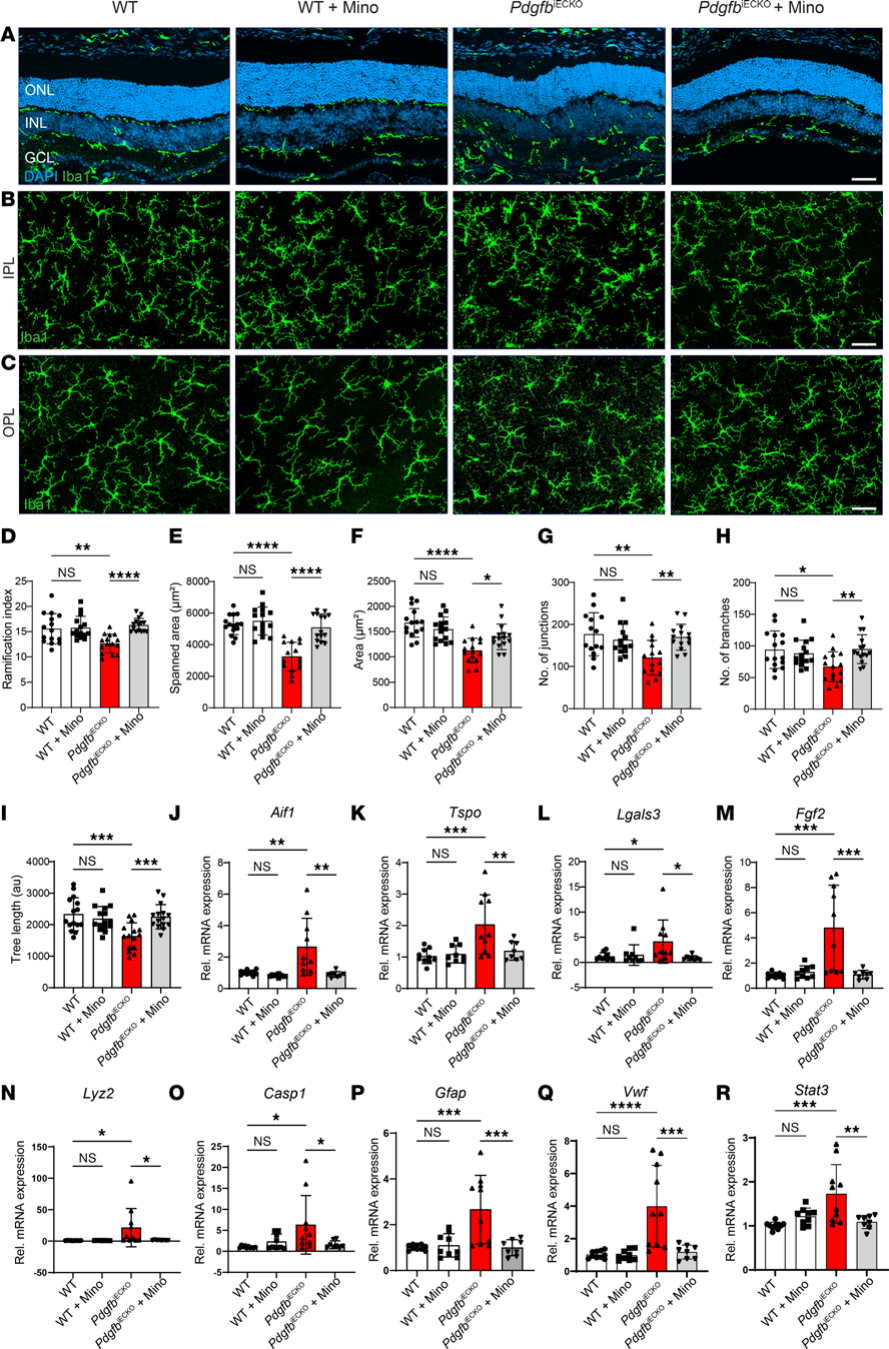
Endothelium-specific conditional deletion of *Pdgfb* triggers microglia reactivity in adult mice retina. (**A**) IHC for Iba1 on retina cross sections showing microglia localization and migration across retinal layers of Pdgfb-depleted and WT retinas with or without minocycline. (**B** and **C**) IHC for Iba1 on retinal whole mounts showing microglia morphology in the IPL (**B**) and OPL (**C**). (**D**–**I**) Quantification of morphometric attributes of Iba1^+^ microglia within the OPL, ramification index (**D**), spanned area (**E**), area (**F**), number of branches (**G**), number of junctions (**H**), and tree length (**I**) (*n* = 15 Iba1^+^ cells across all experimental groups). (**J**–**R**) qPCR analyses of the mRNA expression levels of inflammatory factors, *Aif1* (**J**), *Tspo* (**K**), *Lgals3* (**L**), *Fgf2* (**M**), *Lyz2* (**N**), *Casp1* (**O**), *Gfap* (**P**), *Vwf* (**Q**), and *Stat3* (**R**) (*n* = 8–10 retinas). Scale bar: 50 μm. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Data show mean ± SD. One-way ANOVA.

# Supplementary material for: Immunomodulation of inflammatory responses preserves retinal integrity in murine models of pericyte-depletion retinopathy
**Source:** JCI Insight. 2025 Jul 1;10(15):e184465. doi: 10.1172/jci.insight.184465
**Supplement:** Supplemental data

## Supplemental material

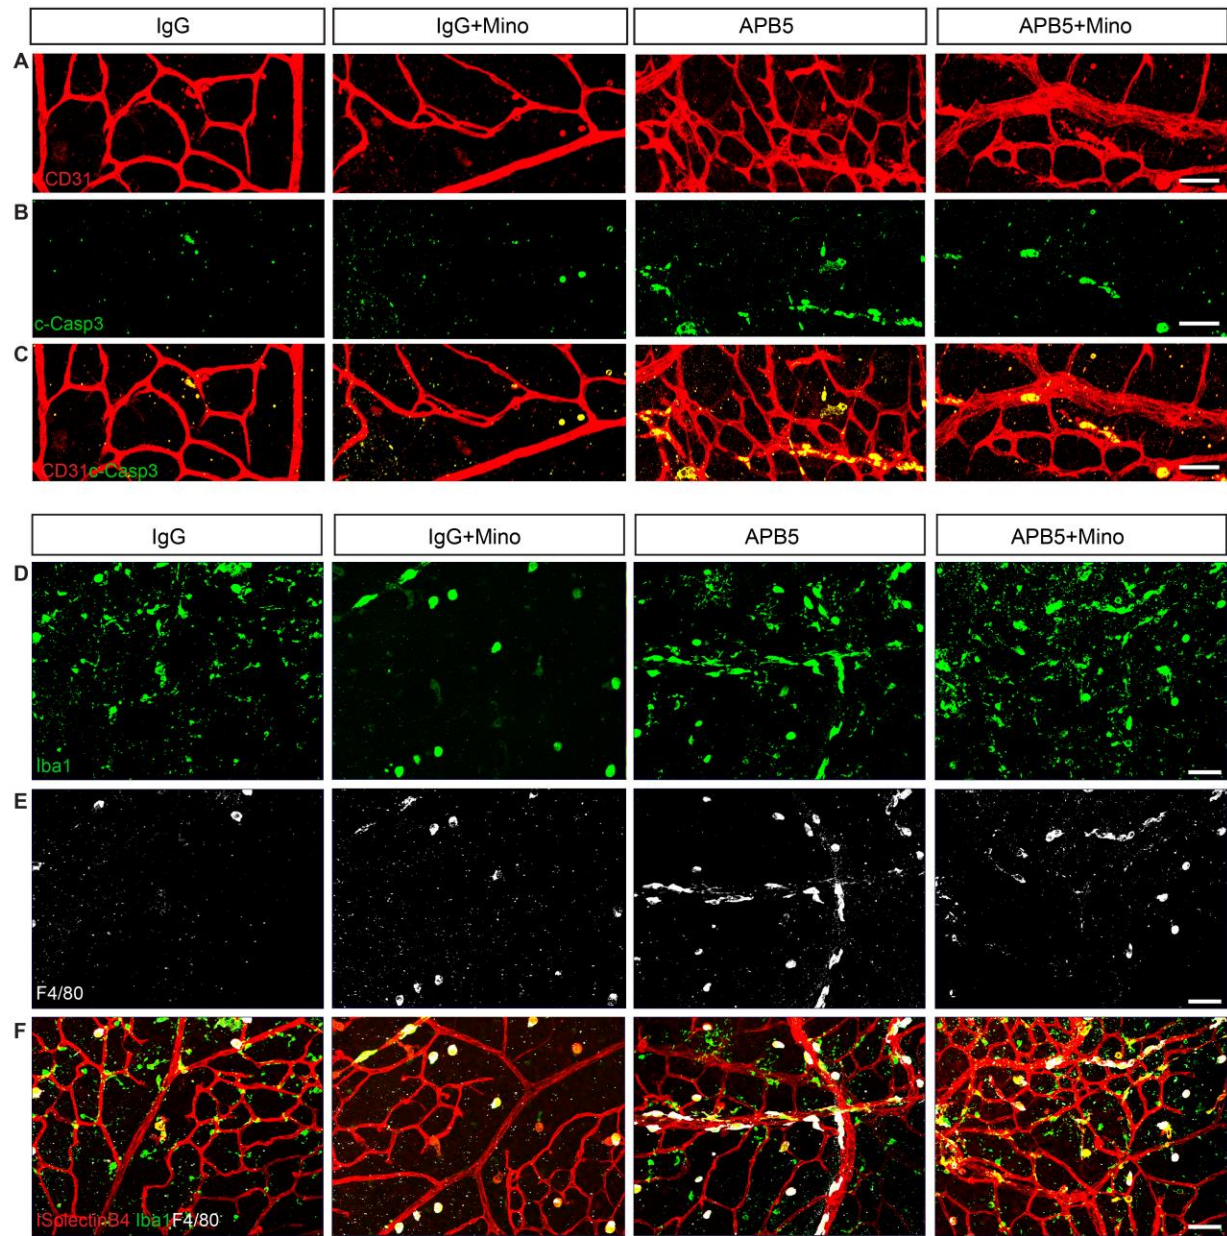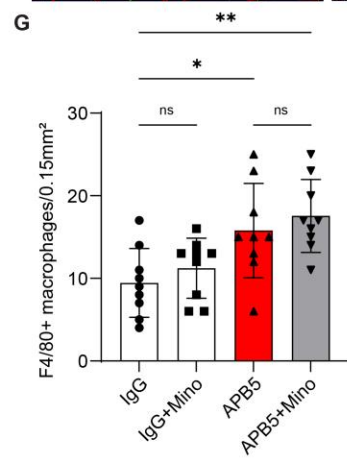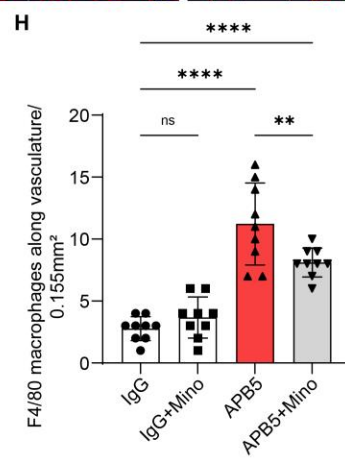

**Supplemental Figure 1:** A-C: High resolution images of cleaved caspase 3 and CD31 staining on regions of interest on retina flat mounts. D-F: Macrophage recruitment upon loss of iBRB integrity in P10 retinas. (D) Representative images of Iba1+ cells within the superficial plexus, coinciding with the ganglion cell layer. (E) Representative images of F4/80+ macrophages in the P10 retinas. (F) Representative merged channel images of Iba1, F4/80 and CD31 in p10 retinas. (G&H) Quantification of F4/80 macrophages per 0.15mm<sup>2</sup> of retina and along retinal vasculature (n = 9 from 3 -4 retinas each group). Scale bar is 50µm, \*P < 0.05, \*\*P < 0.01, \*\*\*\*P < 0.0001, ns; not significant. Data show mean ± SD. One-way ANOVA.

P10 retinas

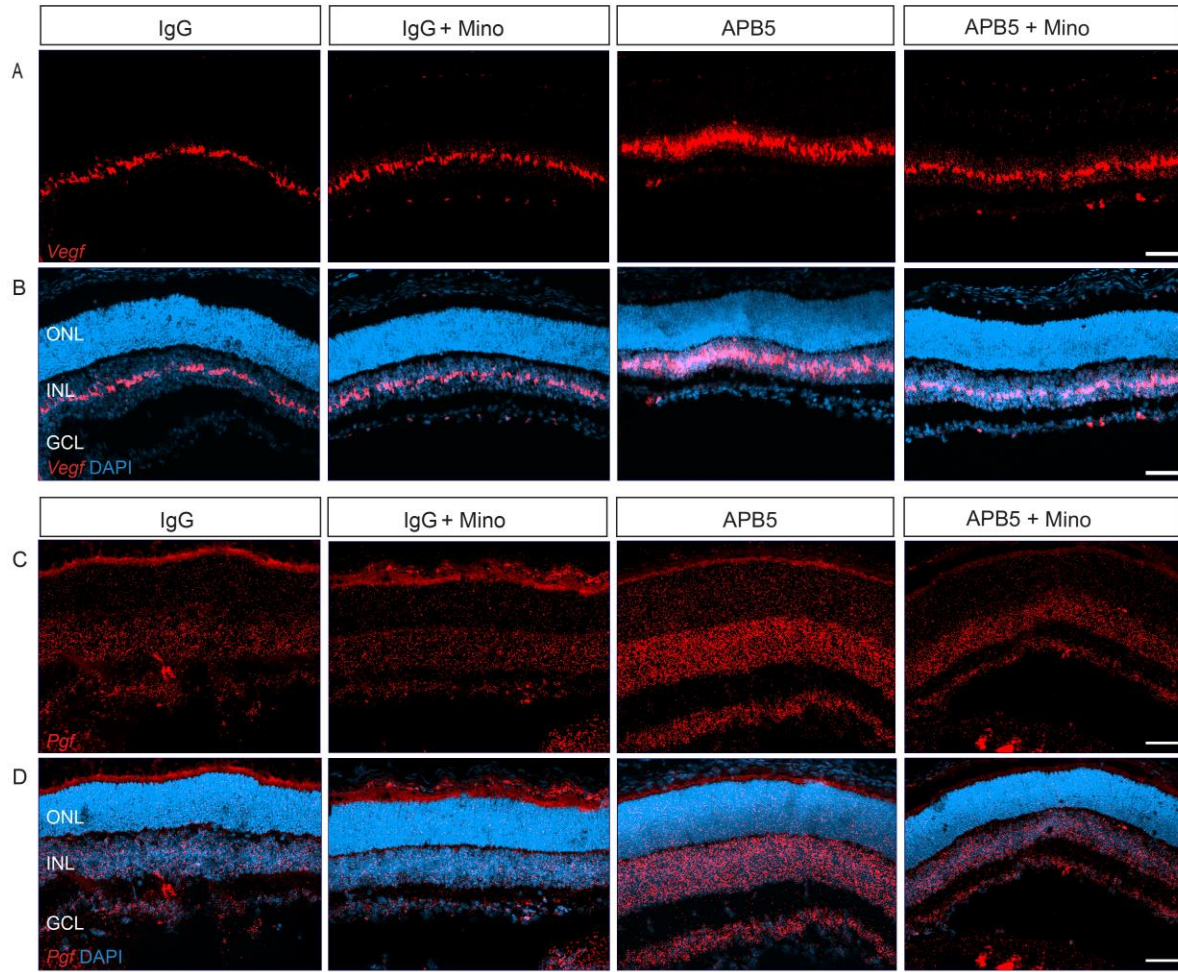

P28 retinas

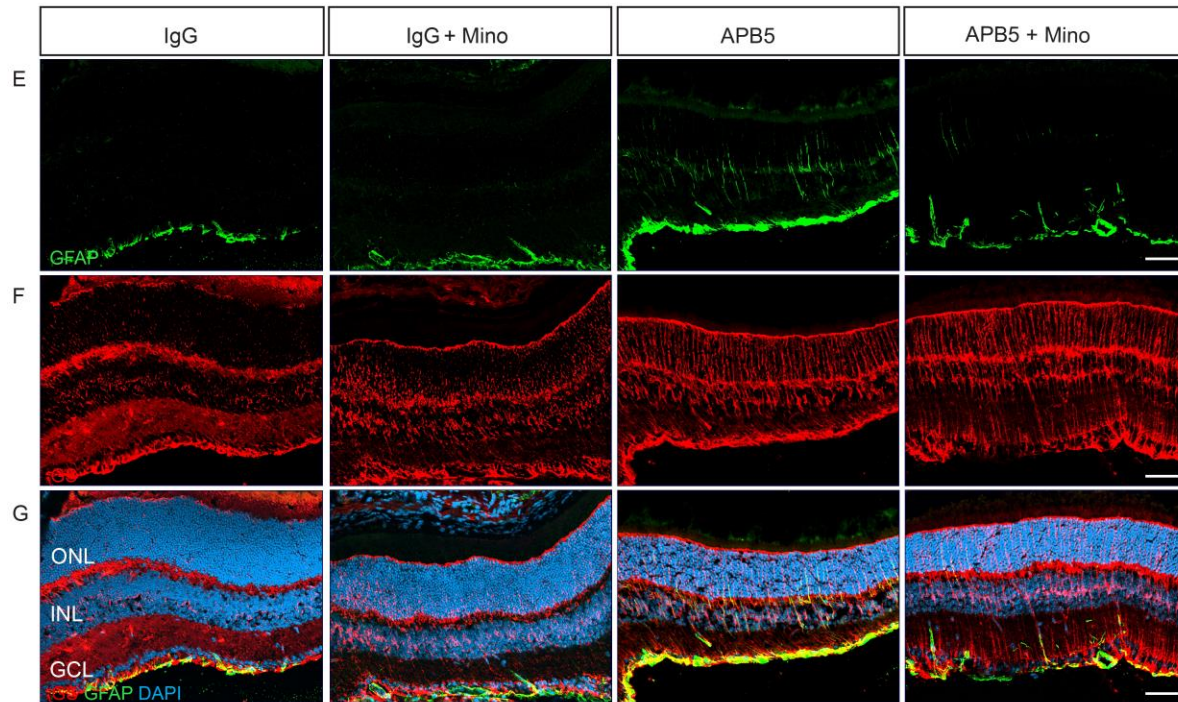

**Supplemental Figure 2: A&B:** Representative images of in situ hybridization of *Vegf* mRNA in retinal sections of IgG and APB5 treated mice with or without minocycline. **C&D:** Representative images of ISH of *Pgf* mRNA in retinal sections of IgG and APB5 treated mice with or without minocycline at P10. E-G: Representative images from IHC in 4 weeks-old retinas for GFAP (**E**) , GS (**F**) on retinal sections of 4-week old mice and (**G**) Merged channel images of both GFAP (green) and GS (red). GFAP: Glial fibrillary acidic protein, GS; Glutamine synthetase. Scale bar is 50µm.

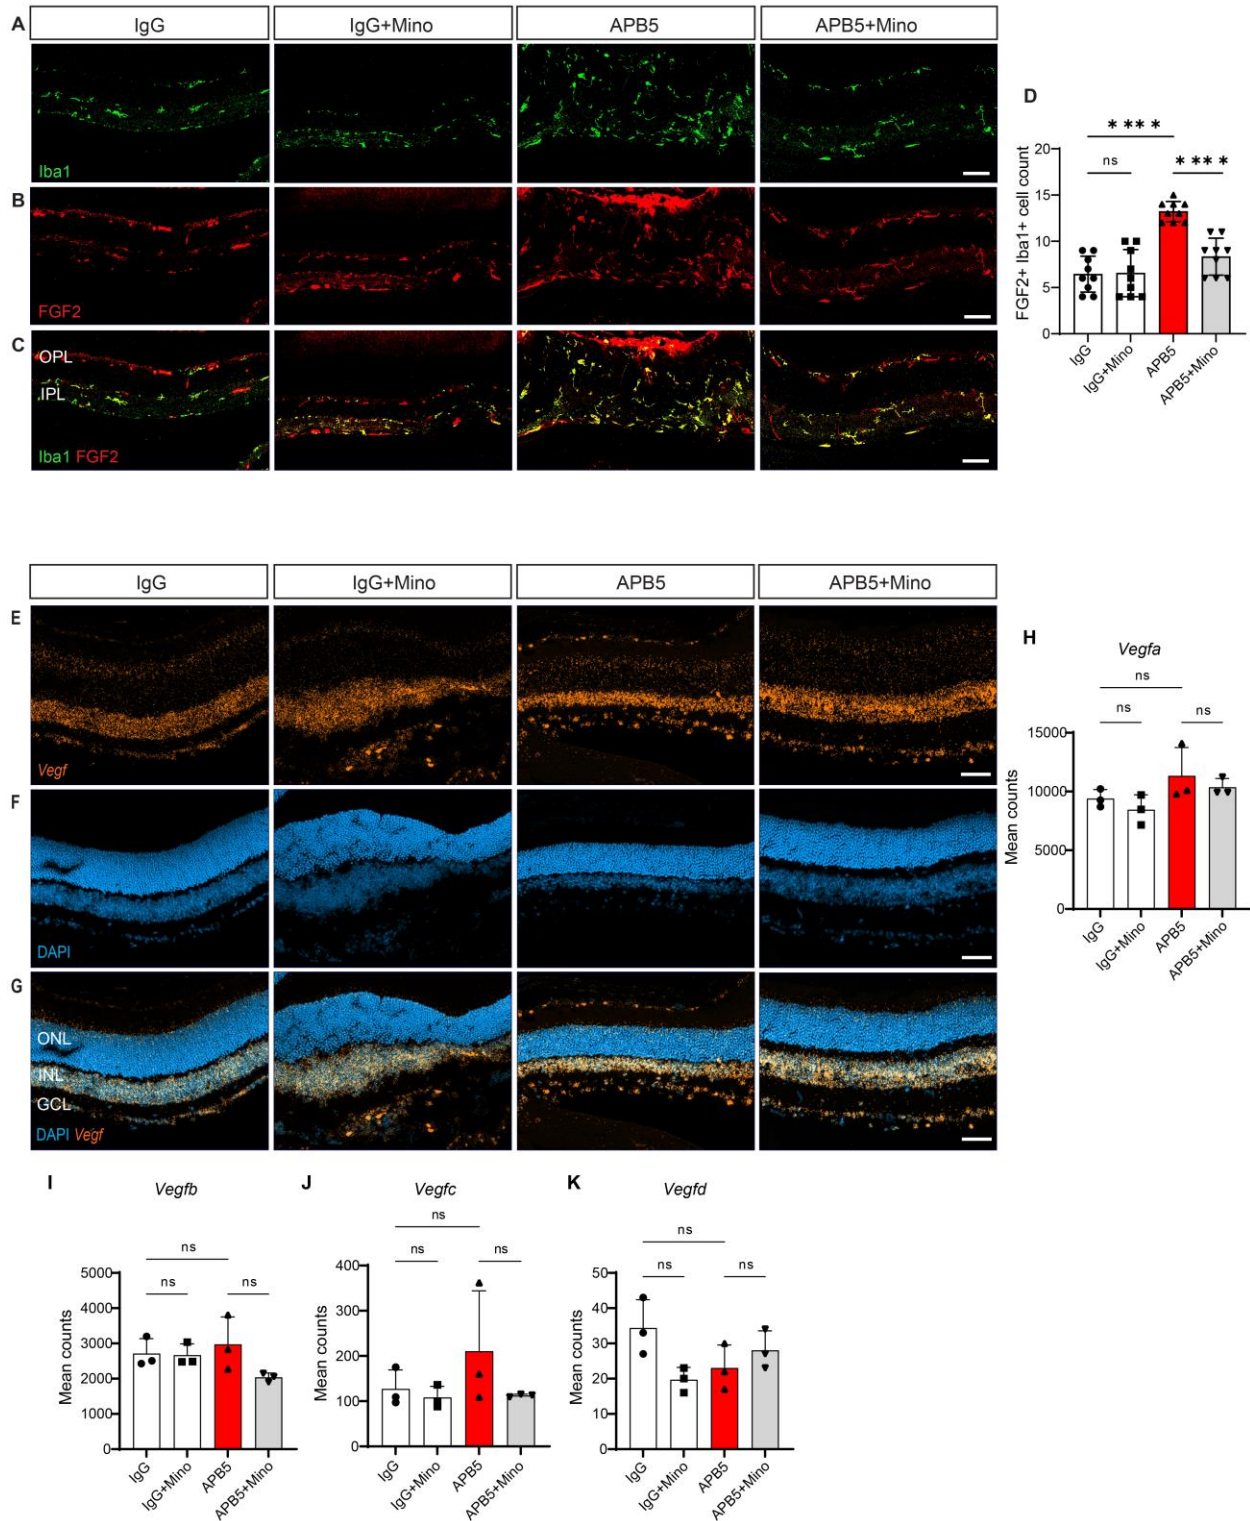

**Supplemental Figure 3: APB5-mediated cellular effects in the mature retina.** (A-C) Representative single channel images of Iba1 (A) and FGF2 (B) on retina sections. (C) Merged channel images of Iba1 (green) and FGF2 (red). (D) Quantitative analyses of Iba1<sup>+</sup>FGF2<sup>+</sup>

microglia in mature retinas. **(E)** Visualization of *Vegf* mRNA by ISH in IgG or APB5 retinas with or without minocycline treatment. **(F)** Representative single channel images of DAPI-stained nuclear layers. **(G)** Merged channels showing *Vegf* mRNA and DAPI stained retinal nuclear layers. **(H-K)** Quantification of the gene counts for *Vegf* isoforms in retinas of 4-week old mice. Scale bar is 50µm. \*\*\*\*P < 0.0001, ns; not significant. Data show mean ± SD. One-way ANOVA. FGF2; fibroblast growth factor 2, Iba1; Ionized calcium binding adapter molecule 1, Vegf; vascular endothelial factor.

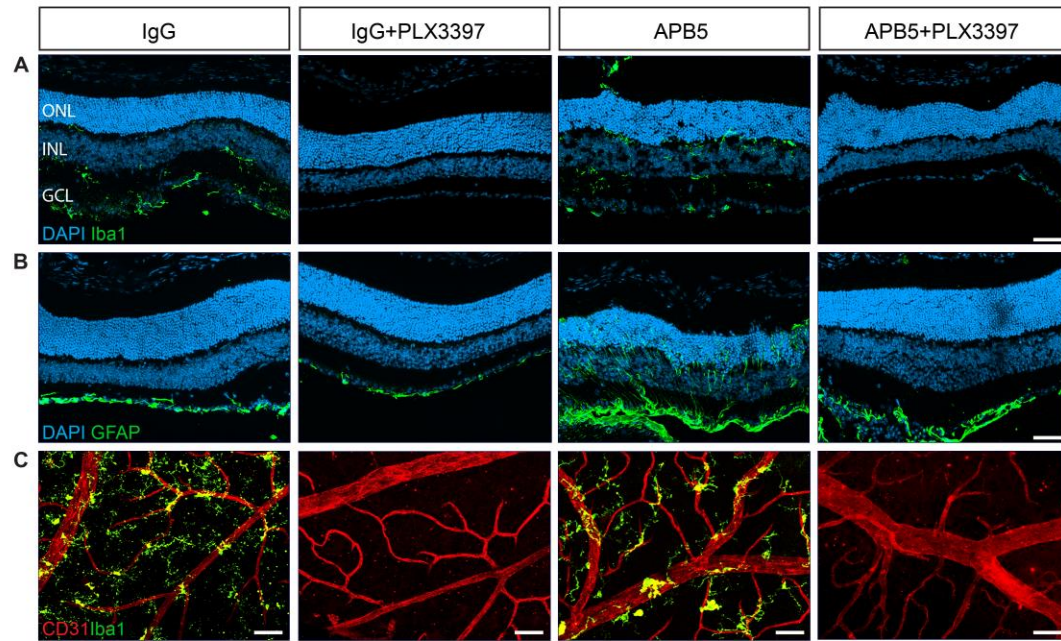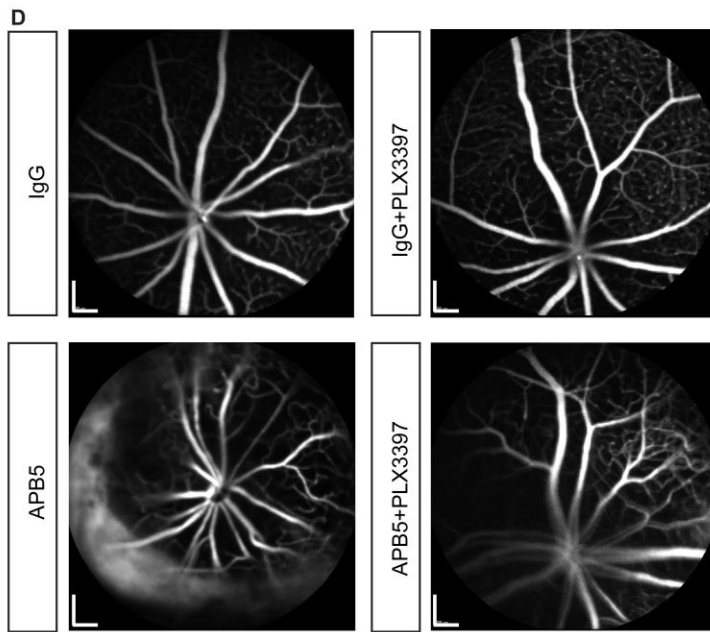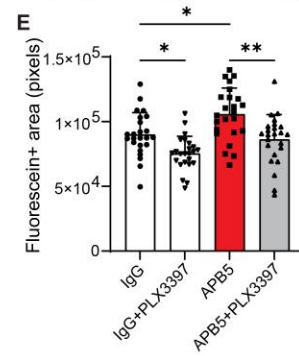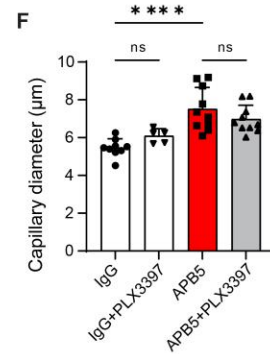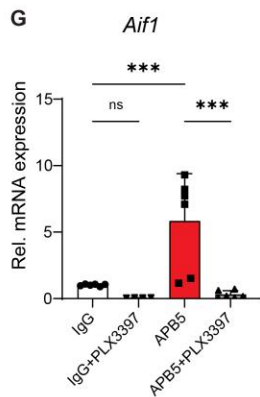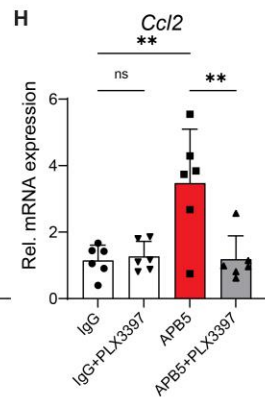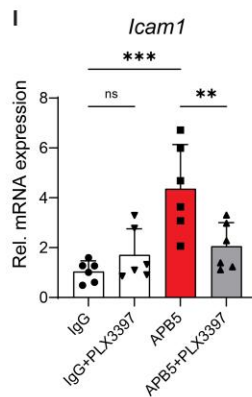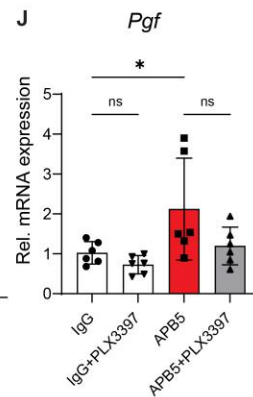

**Supplemental Figure 4:** Depletion of CSF-1R expressing cells in retina with PLX3397. Mice in the PLX3397 groups were fed a diet containing PLX3397 (1,200 ppm) for 7 days starting at weaning (p21) and maintained for 7 days before analysis at 4-weeks of age (P28). (A&B) Representative images of retina cryo-sections stained for Iba1 and GFAP, respectively. (C) Representative merged images of CD31 and Iba1 staining of retina whole mounts in IgG and APB5-treated mice with or without administration of PLX3397. (D&E) Fluorescein angiographic images and indication of vascular permeability in 4-weeks old mice retinas (E; n = 24 eyes per group). (F) Measurement of capillary diameters across treated groups at 4 weeks of age (n = 5-10 flat mounts). (G-J) qRT-PCR analysis of mRNA levels of *Aif1*, *Ccl2*, *Icam1* and *Pgf* in retinas of 4-weeks old mice (n = 6 retinas per group). A-C scale bar is 50µm, D, scale bar is 200 µm. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001, \*\*\*\*P < 0.0001, ns; not significant. Data show mean ± SD. One-way ANOVA.

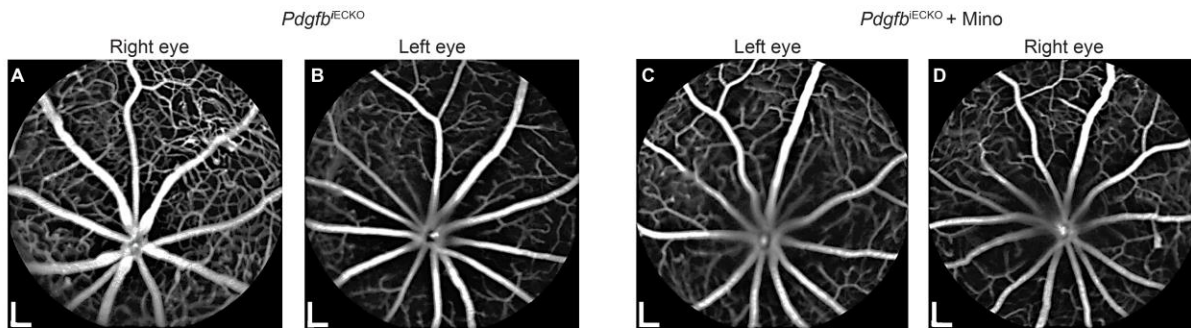

**Supplemental Figure 5: Fluorescein angiographic images of *Pdgfb*-depleted retinas. (A&B)** The right and left eyes from the same mouse showing pathology in the left eye only. **(C&D)** The right and left eye of the same mouse following treatment with minocycline. Scale bar is 200µm.

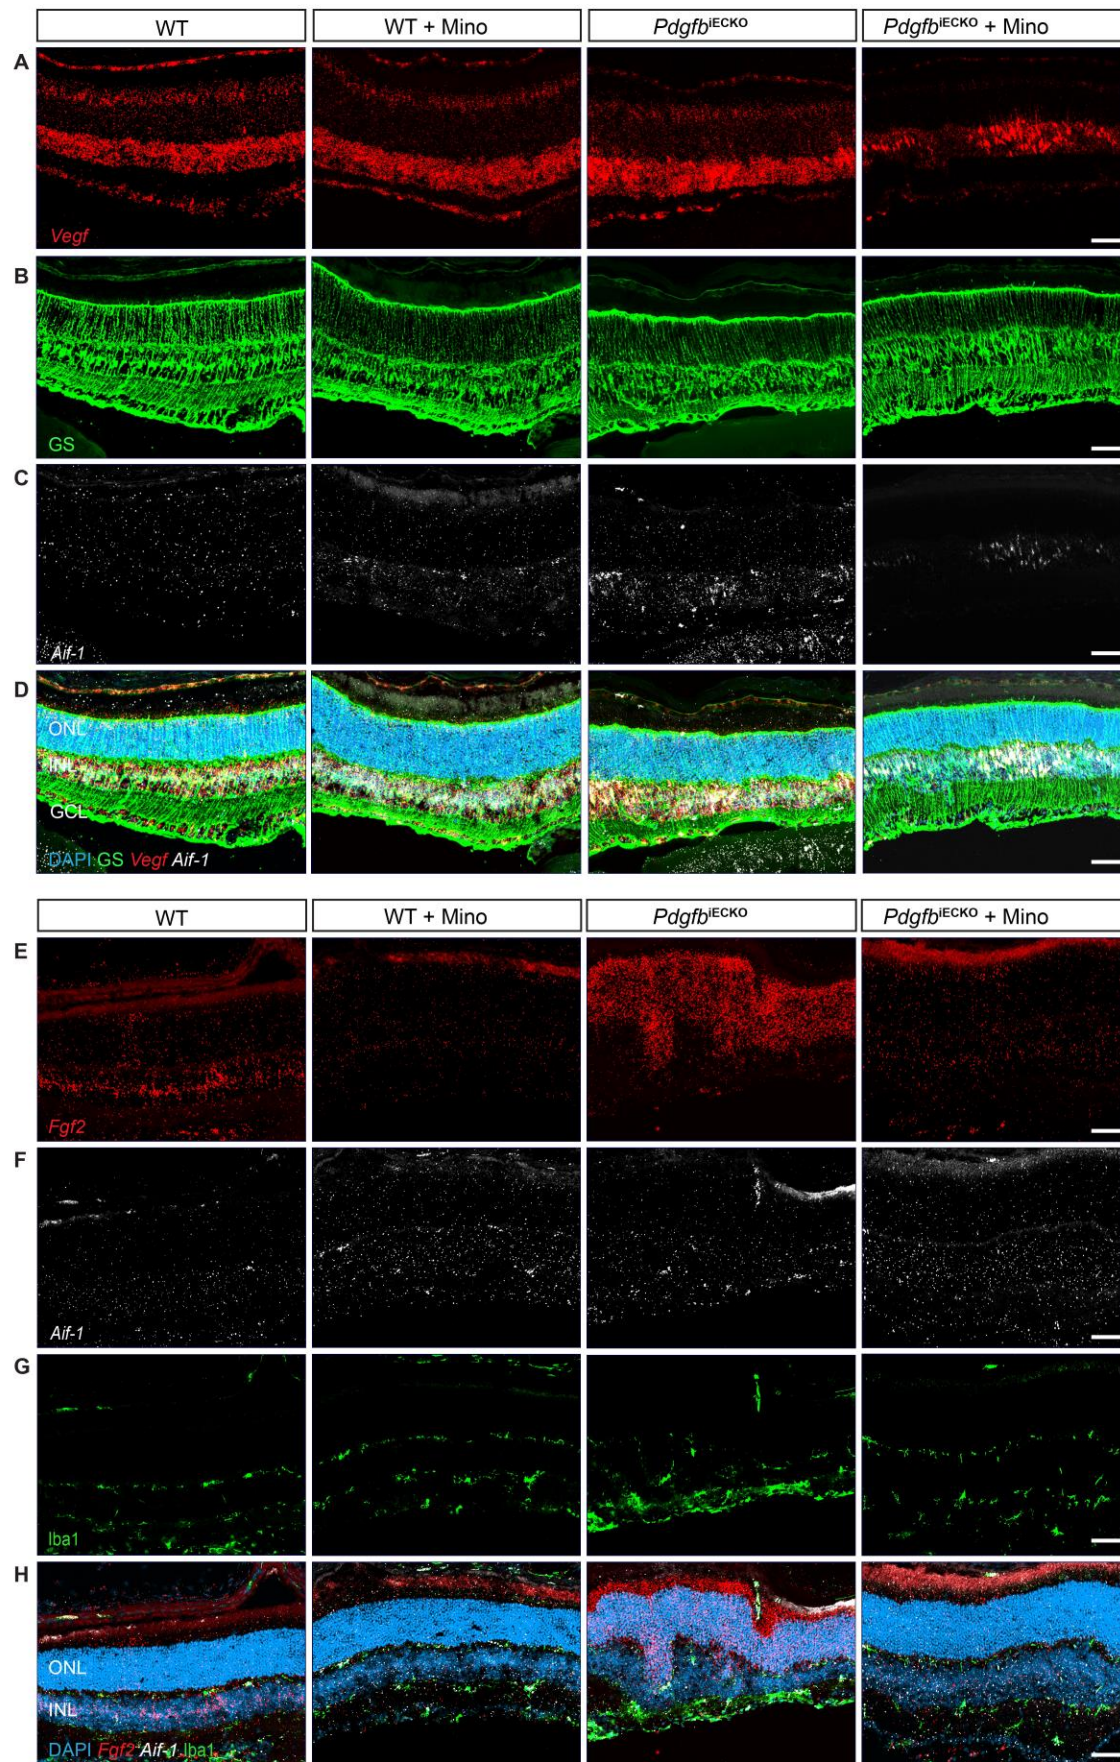

**Supplemental Figure 6: Expression of *Vegf*, *Fgf2* and *Aif1* mRNA in *Pdgfb*-depleted retinas.** (A-C) Representative images of ISH of *Vegf* mRNA (A), immunohistochemistry of GS (B) and ISH of *Aif1* mRNA (C) in retinal sections of 4-week old mice. (D) Merged images of *Vegf*, GS, *Aif1* and DAPI. Scale bar is 50µm. GS (glutamine synthetase). (E-G) Representative images of ISH for *Fgf2* (E), *Aif1* (F) and immunohistochemistry for Iba1 (G). (H) Merged channel images showing the distribution of *Vegf*, *Aif1* mRNAs and Iba1 across retinal layers. Scale bar is 50µm.

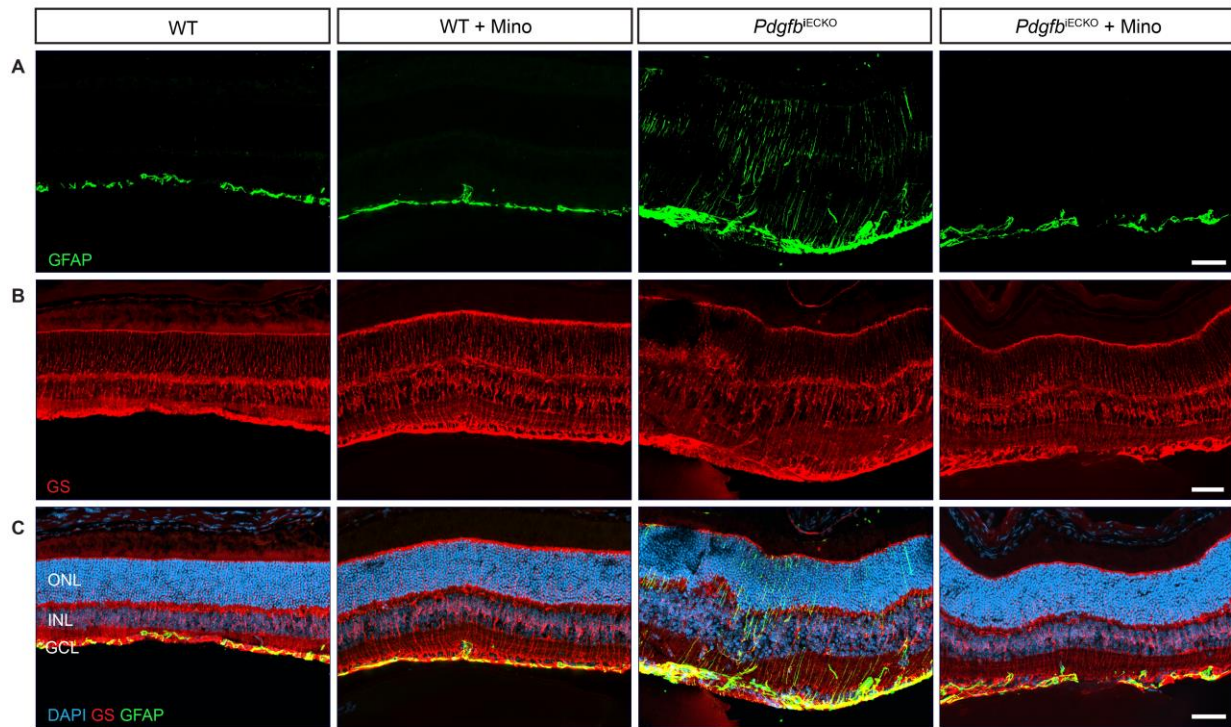

**Supplemental Figure 7: Conditional loss of *Pdgfb* in retinal endothelium triggers astrocytic stress in the murine retina.** (A) Representative IHC fluorescence images showing GFAP stress fibers in the retina. (B) Representative IHC fluorescence images of GS marker for Müller glia in the retina. (C) Merged channel images showing GFAP stress fibers and GS positive Müller glia. Scale bar is 50µm.

**Supplemental Table S1: Scoring of vascular anomalies and fluorescein leakage in the *Pdgfb*<sup>ieCKO</sup> mice at four weeks of age using fluorescein angiography**

|                     | Fluorescein leakage |                 |                  |
|---------------------|---------------------|-----------------|------------------|
| <b>MALES</b>        | <b>Right eye</b>    | <b>Left eye</b> | <b>Both eyes</b> |
| M                   | yes                 | yes             | yes              |
| M                   | no                  | yes             | no               |
| M                   | no                  | yes             | no               |
| M                   | no                  | no              | no               |
| M                   | no                  | yes             | no               |
| M                   | yes                 | yes             | yes              |
| M                   | yes                 | yes             | yes              |
| M                   | yes                 | yes             | yes              |
| M                   | no                  | yes             | no               |
| M                   | yes                 | no              | no               |
| <b>% occurrence</b> | <b>50</b>           | <b>80</b>       | <b>40</b>        |
| <b>FEMALES</b>      |                     |                 |                  |
| F                   | yes                 | no              | no               |
| F                   | no                  | yes             | no               |
| F                   | no                  | yes             | no               |
| F                   | yes                 | optimal         | no               |
| F                   | no                  | yes             | no               |
| F                   | yes                 | yes             | yes              |
| F                   | yes                 | no              | no               |
| F                   | no                  | no              | no               |
| <b>% occurrence</b> | <b>50</b>           | <b>50</b>       | <b>12.5</b>      |

**Supplemental Table S2: Antibodies and conjugated labels used in the study**

| Antibodies                       | Species/clonality                   | Dilution | Manufacture, Cat. No                  |
|----------------------------------|-------------------------------------|----------|---------------------------------------|
| Anti-CD31                        | Rat monoclonal                      | 1:500    | BD Pharmingen, 550274                 |
| Anti-NG2                         | Rabbit polyclonal                   | 1:200    | Merck Millipore, AB5320               |
| Anti-Iba1                        | Rabbit polyclonal                   | 1:500    | FUJIFILM Wako, 019-19741              |
| Anti-GFAP                        | Rabbit polyclonal                   | 1:500    | Sigma Aldrich, G9269                  |
| Anti-GS                          | Mouse monoclonal                    | 1:500    | Merck Millipore, MAB302               |
| Anti-cleaved<br>Caspase 3        | Rabbit                              | 1:250    | Cell Signalling, 9661S                |
| Anti-FGF2                        | Mouse monoclonal                    | 1:200    | Santa Cruz Biotechnology. Sc<br>74412 |
| Anti-F4/80                       | Rat monoclonal                      | 1:200    | Origene, BM4007S, clone BM8           |
| Alexa Flour 488                  | Donkey anti-rabbit<br>polyclonal    | 1:1000   | Thermo Fisher Scientific, A21206      |
| Alexa flour 488                  | Goat anti-mouse                     | 1:800    | Thermo Fisher Scientific, A11001      |
| Alexa Flour 594                  | Goat anti-rat<br>polyclonal         | 1:1000   | Thermo Fisher Scientific, A-11007     |
| Alexa Flour 647                  | Donkey anti-rabbit                  | 1:1000   | Invitrogen, A-31573                   |
| TRITC-conjugated<br>isolectin B4 | <i>Bandeiraea<br/>simplicifolia</i> | 1:100    | Sigma-Aldrich, L5264,                 |

**Supplemental Table S3: List of SYBR® Green primers used in the study**

| Mouse Gene   | Forward Primer (5' – 3') | Reverse Primer (5' – 3') | NM accession number |
|--------------|--------------------------|--------------------------|---------------------|
| <i>Acta2</i> | gacaccacccacccagagt      | acatagctggagcagcgtct     | NM_007392.3         |
| <i>Actg2</i> | ttcaggctgtgctctcactc     | atggggacattgtgggtgac     | NM_009610.2         |
| <i>Aif1</i>  | ggatttgcagggaggaaaag     | tgggatcatcgaggaattg      | NM_019467.3         |
| <i>Ang2</i>  | ccaccagtggcatctacaca     | accacgtccatgtcacag       | NM_007426.4         |
| <i>Atp5b</i> | ggcacaatgcaggaaagg       | tcagcaggcacatagatagcc    | NM_016774.3         |
| <i>Casp1</i> | gctcaagttgacctcagagaaat  | cacctctttcaccatctccag    | NM_009807.2         |
| <i>Ccl2</i>  | catccacgtgttggtca        | gatcatcttgctggtgaatgagt  | NM_011333           |
| <i>Edn2</i>  | ctgccaaagcggttgtagtg     | cagcttcaggccagtgtctt     | NM_007902.3         |

---

|                                |                        |                        |                                |
|--------------------------------|------------------------|------------------------|--------------------------------|
| <i>Fgf2</i>                    | gcgacccacacgtcaaacta   | ccgtccatcttccttcatagc  | NM_008006.2                    |
| <i>Glycam1</i>                 | agctggatatgagccaggaag  | ccactgtctggcttgacttg   | NM_001289587.1                 |
| <i>Icam1</i>                   | cccacgtactctgctc       | gatggatacctgagcatcacc  | NM_010493.3                    |
| <i>Il-1<math>\beta</math></i>  | agttgacggaccccaaaag    | agctggatgctctcatcagg   | NM_008361.4                    |
| <i>Inos</i>                    | ctttgccacggacgagac     | tcattgtactctgagggctga  | NM_001313922.1                 |
| <i>Lgals3</i>                  | gtgaaaccaacgcaaaca     | ctcattgaagcgggggtta    | NM_001145953.1                 |
| <i>Lyz2</i>                    | gaatggaatggctggctact   | cgtgctgagctaaacacacc   | NM_017372.3                    |
| <i>Pgf</i>                     | ctgggttggtgtgcatt      | ggcaccacttccacttctgt   | NM_001271705.1,<br>NM_008827.3 |
| <i>Sema3g</i>                  | gccagagccaaaacaaagcag  | agtgtagtttctgcgtcatgg  | NM_001025379.1                 |
| <i>Stat3</i>                   | ctgtgtgacaccaacgacct   | caatgaatctaaagtgcggggg | NM_213659.3                    |
| <i>Tnf-<math>\alpha</math></i> | ctgtagcccacgtcgtagc    | ttgagatccatgccgttg     | NM_013693.3                    |
| <i>Tspo</i>                    | actgtattcagccatggggta  | accatagcgtcctctgtgaaa  | NM_009775.4                    |
| <i>Tyrobp</i>                  | tctttctgcggccatgtcta   | tgtgacgtccaaccaagtga   | NM_011662.3                    |
| <i>Vegfa</i>                   | aaaaacgaaagcgcaagaaa   | tttctccgctctgaacaagg   | NM_001025250,<br>NM_001317041  |
| <i>Vwf</i>                     | cagagtctgagcagatccatcc | acctgaaagggttcatcttgcc | NM_011708.4                    |

---

How the deposited data were processed for this re-analysis (not part of the article)

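RNA was measured in 12 retinal libraries of mice at day 28, 3 for each of the groups IgG, IgG+Mino, APB5 and APB5+Mino. The authors sequenced strand-specific poly-A libraries as single-end reads and aligned them with the DRAGEN RNA pipeline to a mouse mm39 genome and its NCBI annotation. The version of that pipeline and whether its counting used the strand are not stated.

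The gene table deposited by the authors holds each value as a count of reads per gene, with no normalization. It holds 50559 genes and 3 repeated columns, which are identical to the columns they repeat and were not used. A further deposited count table that repeats these counts was not used. The authors' deposited result tables per gene and per transcript give a log2 fold change with its standard error, a p-value before and after adjustment, and a signal for each group that is the mean normalized count. Their normalization factors are not stated. The sign of each deposited log2 fold change was checked against the 2 group means. CPM were computed here by edgeR from the deposited counts with TMM factors and are not values of the authors.

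The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with low counts were removed by filterByExpr with its default settings, libraries were scaled by TMM, and only the 2 groups compared entered a fit. Each pair of groups was tested by edgeR's quasi-likelihood test without robust estimation and with Benjamini-Hochberg adjustment over the genes tested, and the prior count was 2. A gene was called at an adjusted p-value of at most 0.05 and a log2 fold change of at least 1 in size. Comparisons were APB5 against IgG, APB5+Mino against APB5, IgG+Mino against IgG, APB5+Mino against IgG+Mino, and the interaction of antibody and minocycline in a fit of all 12 libraries. Tests were two-sided. Exact permutation tests of 3 against 3 libraries have a smallest two-sided p-value of 0.1.

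Total counts ranged from 52740545 to 59411044 per library. A group whose libraries all had at most 3 counts of a gene was given a fold limit computed from 3 counts and no fitted fold change. On simulated counts with the dispersion of the APB5 and IgG libraries, 171 of 200 genes changed by 4-fold were recovered by edgeR and 196 by DESeq2, with 14 and 54 unchanged genes called. With the dispersion found without APB5 replicate 3, edgeR recovered 198 with 7 unchanged genes called. The changed genes were drawn only from those with higher counts, and each gene was simulated on its own, with no outlying library. These numbers therefore do not give the share of changes that the tests would find in the real libraries.

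Gene lists were tested by camera with a preset correlation of 0.01 and adjustment over 22 lists. The lists were complement, microglia and macrophage, disease-associated microglia, hypoxia, endothelial cell, endothelial activation, pericyte and smooth muscle, gliosis, rod, cone, bipolar with amacrine and ganglion cells, senescence, interferon response, integrated stress response, mitochondrially encoded, nuclear respiratory chain, immediate early, lens, pigment epithelium and melanocyte, red blood cell, cornea with conjunctiva and lacrimal tissue, and neutrophil and T cell. They were written from general knowledge, together with the tests, the alternatives and the rule for named genes, before the data were examined. Hypoxia shares 1 gene with pericyte and smooth muscle, and endothelial activation shares 1 with senescence.

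The genes named are those the paper names for its RNA-Seq data in its text and in the labels of its figures, Pdgfrb, Xist and 4 Y-linked genes, and up to 5 called genes per direction in each comparison. The last were those with the smallest p-value among genes whose groups did not overlap and whose mean was at least 1 CPM. Any other gene is said to have been chosen after its values were seen. Coordinates are those of GRCm39.

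Libraries of different groups share replicate numbers, and neither the paper nor the labels say what a number marks. For APB5+Mino against APB5, the deviations of log2 CPM from the group means correlated by 0.116 to 0.169 in the 3 pairs of libraries with the same number, and by −0.132 to 0.013 in the 6 pairs with different numbers. Over all groups, 8 of 18 same-number pairs and 7 of 36 different-number pairs were over 0.1, with highest values of 0.182 and 0.189. In this comparison, libraries of the same number also match in Xist. APB5 1 with APB5+Mino 2, and APB5 2 with APB5+Mino 1, match in Xist too and had 0.013 and −0.104. A pairing is thus possible but not established. As a precaution, the value with the replicate number as a block is given wherever it changed a call or a count. In each of the other comparisons at least 1 of the 3 correlations was under 0.1.

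The alternatives tried were RLE scaling, library size only, DESeq2, voom with quality weights, robust estimation, no count filter, at least 10 counts in every library, all 12 libraries in a fit, the replicate number as a block, log2 CPM of Xist as a covariate, unadjusted p-values, no fold threshold, and each library left out in turn. For lists, fry and camera with an estimated correlation were tried. A correction for GC content and transcript length was added after seeing the data, for the 90.5% to 91.2% of tested genes with both values, and for APB5+Mino against APB5 also together with the block.

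The pathway memberships that the paper used were not analysed here, and neither were the qPCR, staining and protein measurements. The sex of each mouse is not labelled, so that no group was formed by it. Counts of Xist were used in its place, as a covariate and to pick the libraries low in Xist for the tests within them. The slope of that covariate rests mainly on APB5 and APB5+Mino, since all IgG libraries are high and all IgG+Mino libraries low in Xist.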

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

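The comparison of the calls between IgG+Mino and IgG with the X and Y chromosomes and the test of the libraries low in Xist were chosen only after the result was seen.

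Beyond Vegf counts compared among the 4 groups, the paper's text reports no RNA-Seq result for IgG+Mino against IgG. Here 6 genes were called between them, 4 higher and 2 lower in IgG+Mino (20143 genes tested). At an unadjusted P under 0.05 with the fold threshold, 87 were higher and 119 lower. Ddx3y, Eif2s3y, Uty and Kdm5d were at least 1210-, 1610-, 362- and 481-fold higher in IgG+Mino. Xist was lower, with a log2 fold change of −11.50 (SE 0.36, adjusted P = 2.71e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The remaining gene was Gm21093 on chromosome 4 (adjusted P = 0.0103, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), named after its values were seen. Of the 6 genes, 5 lie on X or Y, where 3.73% of the tested genes with a position lie (Fisher's exact test, two-sided P = 4.16e-07). Only the real split among the 10 splits of the 6 libraries gave as many calls (1 of 10), a share that cannot go lower in this design. Without IgG replicate 3 there were 8 higher and 2 lower genes. With Xist as a covariate 0 genes were called, which its construction favors. A difference in sex composition between the 3 IgG and the 3 IgG+Mino libraries may account for the 5 genes, and an effect of minocycline on Gm21093 was not tested apart from it.

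The same holds for APB5+Mino against IgG+Mino. Here 249 genes were called, 178 higher and 71 lower in APB5+Mino (20049 genes tested, smallest adjusted P = 0.00342, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The groups did not overlap for 35.2% of the genes tested, where chance gives 10%. Zkscan16, Abca1, Crlf3, Gm14295 and Gm46741 had log2 fold changes of 1.37, 1.25, 1.08, 1.05 and 1.28. Id1, Gm4739, Zfp36, Gm20875 and Id2 had −1.15, −1.40, −1.19, −1.29 and −1.02. The tables argue against GC content with transcript length, and against depth, as the whole cause. After a correction for GC content and transcript length, chosen after seeing the data, 301 genes were called, 218 of them shared. After thinning the libraries to the smallest total 258 were called, 238 of them shared. Only 1 of the 10 splits of the 6 libraries, the real one, gave as many calls, which leaves chance open at this size. The count was 5 without IgG+Mino replicate 3, 0 without APB5+Mino replicate 2, 2 without APB5+Mino replicate 3, 161 without APB5+Mino replicate 1 and 472 without IgG+Mino replicate 1. With all 12 libraries in a fit, or with Xist as a covariate, it was 0. X and Y held 2.29% of the calls with a position and 3.72% of the tested genes (Fisher's exact test, two-sided P = 0.421), which cannot tell on sex, since APB5+Mino holds libraries high and low in Xist and sex-linked genes vary widely within it. The 3 IgG+Mino libraries and APB5+Mino replicates 1 and 2 are low in Xist. Within these 5, the APB5+Mino libraries both lay above or both below those of IgG+Mino for 40.2% of the genes tested, where chance gives 20% and the other splits of the 5 gave from 6.8% to 31.7%. This argues against sex composition as the whole cause. An effect of APB5 that remains under minocycline and chance stay open.

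The interaction test asks whether the response to minocycline differed between APB5 and IgG retinas. It cannot tell such a difference from sex, since IgG and IgG+Mino differ fully in Xist while APB5 and APB5+Mino have the same composition. Of 21228 genes tested, 3 were called, all lower. They were Glycam1 (adjusted P = 0.0156), Lad1 (log2 difference −2.84, SE 0.35, adjusted P = 0.0225) and Fgf2os (−5.53, SE 0.69, adjusted P = 0.0225), each by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the paper labels all 3 in its volcano plots (Figure 6, A and D). At an unadjusted P under 0.05 with the fold threshold, 554 genes were higher and 972 lower. Among 60 of the 200 possible splits by minocycline within the antibody groups, 6 gave as many calls, the real one included, so that chance alone could give this number. The count was 0 without IgG replicate 1, APB5+Mino replicate 1 or APB5+Mino replicate 3, 1 without IgG replicate 2, 34 without IgG replicate 3, and 8 without IgG+Mino replicate 1. It was 5, 113 and 69 without APB5 replicates 1, 2 and 3.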

How the results depend on the processing

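The correction for GC content and transcript length was chosen only after the data were seen. Where a value below moved, the cause was not tested unless it is given.

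Between APB5 and IgG, 0 genes were called higher and 0 lower. DESeq2 called 109 higher and 9 lower, voom with quality weights 23 and 4, no count filter 4 and 1, and Xist as a covariate 1078 and 147. All 12 libraries in a fit gave 7 higher genes. Unadjusted P gave 659 and 112. The 6 fits that each left out 1 library gave from 0 to 18 higher and from 0 to 3 lower genes, the highest values without APB5 replicate 3. RLE scaling, library size only, robust estimation, at least 10 counts in every library and the replicate block gave 0 and 0.

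Between APB5+Mino and APB5, 171 genes were called higher and 166 lower. DESeq2 gave 547 and 1073, voom 688 and 745, all 12 libraries 487 and 1155, Xist as a covariate 681 and 1277, unadjusted P 713 and 1345, and no fold threshold 565 and 412. Library size only gave 0 and 5, and no count filter 348 lower genes. The fits that each left out 1 library gave from 0 to 743 higher and from 0 to 1054 lower genes. GC and length correction gave 157 and 138. With the replicate number as a block, 0 and 0 genes were called, and the same with the GC and length correction in that fit. The block changed the call of none of the 22 lists in this comparison, and the call of no named gene other than those given with its value and C4b, Cfi and Fgf2os (adjusted P = 0.0641 each by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

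Between IgG+Mino and IgG, 4 genes were called higher and 2 lower. DESeq2 gave 13 and 10, voom 64 and 60, unadjusted P 87 and 119, and no count filter 12 higher genes. At least 10 counts in every library gave 0 and 1, where the Y-linked genes are removed by the filter. All 12 libraries and Xist as a covariate gave 0 and 0, and the replicate block 5 and 1. The fits that each left out 1 library gave from 4 to 8 higher genes and 2 lower genes.

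For the interaction, 3 genes were called. DESeq2 gave 386, voom 1046, no count filter 34, Xist as a covariate 1025, GC and length correction 18 and unadjusted P 1526. The fits that each left out 1 library gave from 0 to 113. Between APB5+Mino and IgG+Mino 249 genes were called. With voom there were 588, with unadjusted P 565, with no fold threshold 1621, with all 12 libraries 0 and with Xist as a covariate 0. The fits that each left out 1 library gave from 0 to 472. In the comparisons other than APB5+Mino against APB5 the numbers were not treated as a possible pairing. Deviations from the group means of libraries with the same number correlated by −0.034 to 0.124 in APB5 against IgG. They correlated by −0.133 to 0.039 in IgG+Mino against IgG and by −0.02 to 0.174 in APB5+Mino against IgG+Mino. The replicate block gave 354 calls in the last.

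No gene was called both higher in APB5 than in IgG and lower in APB5+Mino than in APB5. DESeq2 gave 89, voom 20, no count filter 4, all 12 libraries 7, Xist as a covariate 718 and unadjusted P 483. The fits that each left out 1 library gave from 0 to 11. The median in APB5+Mino against IgG+Mino of the genes called higher in APB5 has no value, because no gene was called.

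Of the 22 lists, 14 passed in APB5 against IgG, 14 in APB5+Mino against APB5, 8 in IgG+Mino against IgG and 12 in APB5+Mino against IgG+Mino. Fry passed 0, 1, 0 and 7, and camera with an estimated correlation 0 in each. In IgG+Mino against IgG, all 12 libraries gave 5 and Xist as a covariate 14. In APB5+Mino against IgG+Mino all 12 libraries gave 3. Leaving out each library gave from 10 to 16, from 13 to 15, from 4 to 9 and from 10 to 13 lists. The pericyte and smooth muscle list, with a median log2 fold change of 0.65 in APB5 against IgG, had 0.83 with DESeq2, 0.84 with no count filter, 0.64 with all 12 libraries, 0.56 with the replicate block and 0.92 with Xist as a covariate, and from 0.083 to 1.09 without each library. Its adjusted P by camera was 0.0476 with the replicate block, and it passed in 3 of the 6 fits that each left out 1 library.

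Among the named genes and the lists followed through every alternative, direction reversed in 10 cases. The other lists reported, of which some reversed as well, have their values without a library among the other observations. In APB5 against IgG these were the hypoxia list (−0.013 without IgG replicate 1 or IgG replicate 2, and up to 0.15 in the fits that each left out 1 library), the endothelial cell list (from −0.007 without APB5 replicate 3 to 0.33) and Vegfb (from −0.023 without APB5 replicate 3 to 0.21). In APB5+Mino against APB5, Vegfa had −0.087 with library size only, and −0.026, −0.04 and −0.015 without APB5 replicate 1, APB5 replicate 2 and APB5+Mino replicate 1, with 0.096 at the highest. Library size only shifted the genes of that comparison by a median of −0.089, so that its reversal says nothing about Vegfa in particular. In IgG+Mino against IgG, the microglia and macrophage list had 0.64 and Xist 0.015 with Xist as a covariate, which by its construction removes the change of Xist. Apart from these, values of named genes stayed on their side of the threshold in 836 cases, became weaker in 154 and stronger in 104. For lists this was 319, 41 and 4.

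Depth limits the genes near the floor, of which Glycam1, Cfb and Actg2 in APB5+Mino are given as fold limits.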

Differences from the paper's values

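For APB5 against IgG the paper gives 116 DEGs, of which 102 were upregulated and 5 downregulated past the fold threshold. The values here were 0, 0 and 0 by edgeR's quasi-likelihood test, and 1472, 659 and 112 at an unadjusted P under 0.05. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times of the first 2 values, with 124 and 109 genes, and gave 9 downregulated genes. The test of voom with quality weights came within 1.5 times of the third, with 4 downregulated genes, and gave 29 and 23 for the others. None of the other alternatives did. The authors' deposited table for this comparison holds 115 genes, with 102 upregulated and 5 downregulated past the fold threshold.

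For APB5+Mino against APB5 the paper gives 981 downregulated and 304 upregulated genes, 1285 in all. The values here were 166, 171 and 337, and 0, 0 and 0 with the replicate number as a block. For the downregulated genes, the alternatives set before the data were examined that came within 1.5 times were DESeq2 (1073), voom (745), all 12 libraries in a fit (1155), Xist as a covariate (1277), an unadjusted P (1345) and the fit without APB5 replicate 2 (1054). For the upregulated genes they were no count filter (220), at least 10 counts in every library (227) and the fit without APB5 replicate 3 (420). For the sum they were DESeq2 (1620), voom (1433), all 12 libraries (1642), no fold threshold (977), and the fits without APB5 replicate 2 (1797) and without APB5 replicate 3 (956). No single alternative came within 1.5 times of both the downregulated and the upregulated count. The authors' deposited table has 1056 downregulated and 553 upregulated genes at the cut-off.

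The paper names C4b, Cfi, C3, C1qa, Lyz2, Glycam1, Fgf2, Edn2 and Icam1 as DEGs between APB5 and IgG, and none of the 9 was called here. For Fgf2, Edn2, Glycam1 and Lyz2 the paper also reports a rise in APB5 retinas by qPCR, which was not analysed here. All 9 were called with Xist as a covariate in the fit of all 12 libraries, which cannot separate sex from APB5 replicate 3. All 9 passed the fold threshold with an unadjusted P under 0.05. DESeq2 called C4b, Cfi, Lyz2, Glycam1, Fgf2, Edn2 and Icam1. The test of voom called C4b, Glycam1, Fgf2 and Edn2, and the fit without APB5 replicate 3 and that of all 12 libraries each called C4b, Glycam1 and Fgf2. With no count filter Glycam1 and Fgf2 were called. The other alternatives set before the data were examined called none of the 9. C3 and C1qa are not in the authors' deposited table for this comparison. The paper lists hypoxia signaling among the enriched pathways, and the list of HIF-1 targets here had a median log2 fold change of 0.038 in APB5 against IgG and did not pass (camera adjusted P = 0.136). It passed on the values of DESeq2 (camera adjusted P = 0.0222, median 0.04) and in the fits without IgG replicate 3 and without APB5 replicate 2 (camera adjusted P = 0.0098 and 0.0451, medians 0.13 and 0.15).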

Other observations

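The tests of depth, label, sex, lens, pigment epithelium and a larger response in APB5 replicate 3, of the Y-linked genes in the authors' deposited table, of the integrated stress response, of the microglia list in the libraries low in Xist, and of Cook's distances were chosen only after the result was seen. The first forms of the lens, pigment epithelium and larger response tests were changed after their values were seen.

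APB5 replicate 3 lay far from the other 11 libraries on the first principal component. Its total of 58852253 lay inside the range of the others, which argues against depth. It had 6.39 CPM of Glycam1, where the other APB5 libraries had 4.77 and 4.78 and the other groups at most 0.484, and 152.6 CPM of Fgf2, where the other groups had at most 37.8. A library of another group with a wrong label would not have these levels. The highest first-component score among the other libraries high in Xist was 22.9, which argues against sex as the whole cause. Relative to the other 2 APB5 libraries, the microglia and macrophage list was higher by a median log2 ratio of 2.57 and the cone list lower by −0.96, a difference of 3.53, where a lower share of rods alone would raise all other cell types alike. Lens genes took 0.0116% of its counts and 0.221% of those of IgG+Mino replicate 3, which argues against lens as the cause. The bipolar, amacrine and ganglion cell list had a median log2 ratio of 0.27 and the rod list one of −1.99, where added pigment epithelium would dilute both. Of the 16 genes called without this library and not known to lie on X or Y, 15 changed in the same direction in it against IgG+Mino. For random genes the median was 8 (at most 15), and 0.04% of draws reached as many. Of the 16, 13 changed by more than in the other 2 libraries. LOC118568316 and Gm45351, named after their values were seen, are among the 16 and have no known chromosome. Gm45351 was the gene that went the other way, with −8.89 without this library and 2.41 in it against IgG+Mino. A larger response of the same kind may therefore be part of the difference, which is a hypothesis found and tested on the same libraries. Whether this retina was more diseased, or was handled otherwise, stays open.

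Pigment epithelium genes were higher in APB5 replicate 3, with a log2 ratio to the other 2 APB5 libraries of 2.44 for Rpe65, 2.90 for Rgr and 2.96 for Ttr, of which 2.44 is the lowest. Rlbp1, which Müller glia also express, had −0.04. These genes were chosen after the values were seen. More pigment epithelium in this dissected sample may explain the rise of 2.44 or more, and pigment cells moving into a diseased retina were not tested.

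C3 and C1qa, which the paper names as DEGs, had no adjusted P from DESeq2 in APB5 against IgG. When APB5 replicate 3 was left out, 2 of the 2 genes were given one, 1.61e-08 for C3 and 0.117 for C1qa by DESeq2. The same happened when any other of the 6 libraries was left out, so that this does not single out a library. In the fit of all 6, DESeq2 withholds a P where the Cook's distance of a count is over 18. It was 29.1 for C3 and 19.3 for C1qa in APB5 replicate 3, and at most 7.54 and 4.99 in the other libraries. For 2 of the 2 genes the count of APB5 replicate 3 may therefore explain the missing value.

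The authors' deposited table for APB5 against IgG holds 4 genes of X and Y, of which Ddx3y, Eif2s3y and Uty are on Y and Apln is on X. The summed count of 4 Y-linked genes was at most 6 in the 5 libraries high in Xist and at least 9336 in the other 7. A difference in sex composition may account for the 3 Y-linked genes (highest sum 6, sex composition of the groups).

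For genes called between APB5 and IgG, 10 of the 10 splits of the 6 libraries gave as many calls, since none gave any. For APB5+Mino against APB5, 1 of 10, the real split, gave as many calls. The 3 other splits that part the 3 same-number pairs of libraries, as the real one does, gave 0 calls, and so did the 6 that part only 1 pair. For the lists, 5 of 10 splits gave as many in APB5 against IgG, 7 of 10 in APB5+Mino against APB5, 4 of 10 in IgG+Mino against IgG and 1 of 10 in APB5+Mino against IgG+Mino. With 10 splits the share cannot fall under 0.1. The numbers of lists called by camera in the first 3 comparisons were thus common among regroupings of the same libraries.

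Of the genes called in APB5+Mino against APB5 with a position, 2.14% lay on X or Y, and of those tested 3.76% (Fisher's exact test, two-sided P = 0.202).

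The paper measured several genes by qPCR (Figure 6, G–P), and reports that they rose strongly in APB5 retinas and fell significantly with minocycline. Those measurements were not analysed here. In the RNA-Seq libraries, the log2 fold changes in APB5 against IgG were 1.81 for Aif1, 3.46 for Casp1, 2.39 for Tyrobp, 3.11 for Gfap and 4.70 for Cfb, with an adjusted P of 0.664 each by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without APB5 replicate 3 they were 0.13, 1.75, 0.58, 1.45 and 2.01, and Gfap was called, in a fit where APB5 and sex cannot be told apart. Actg2 was at least 36.8-fold higher in APB5, and at least 2.6-fold without APB5 replicate 3; APB5 replicate 2, with 1 count, lay within the range of IgG. In APB5+Mino against APB5 the values were −3.27, −3.79, −3.77 and −3.79 for Aif1, Casp1, Tyrobp and Gfap, with adjusted P from 0.0514 to 0.071 by edgeR's quasi-likelihood test, and −1.59, −2.08, −1.96 and −2.14 with adjusted P from 0.000244 to 0.0367 by the same test of edgeR without APB5 replicate 3. Cfb was at least 71.8-fold and Actg2 at least 34.2-fold lower in APB5+Mino, and without APB5 replicate 3 at least 11.3-fold and 2.41-fold. For Actg2, APB5 replicate 2 lay within the range of APB5+Mino. Areg had log2 fold changes of 4.54 and −5.11 in the 2 comparisons, with adjusted P of 0.664 and 0.0461 by edgeR's quasi-likelihood test. With the replicate number as a block the second was −4.77 with an adjusted P of 0.0641 by edgeR's test.

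Other lists in APB5 against IgG had these median log2 fold changes with camera adjusted P. Rods had −0.56 (1.11e-05; −0.13 without APB5 replicate 3 and −0.91 without APB5 replicate 1), cones −0.33 (0.0193; −0.14 without IgG replicate 3), and bipolar, amacrine and ganglion cells 0.01 (0.479; −0.038 without APB5 replicate 3). The integrated stress response had 0.45 (7.5e-05; 0.27 without APB5 replicate 3), mitochondrially encoded genes 0.24 (0.15; −0.023 without APB5 replicate 1), and the nuclear respiratory chain −0.14 (0.00629; −0.063 without IgG replicate 3). Lens had −1.90 (2.27e-05; −0.25 without IgG replicate 1), pigment epithelium 1.21 (0.0258; −0.14 without APB5 replicate 3), and red blood cells 0.007 (0.684; −0.44 without APB5 replicate 1 and 1.02 without IgG replicate 3). Cornea, with 3 genes tested, had −1.04 (0.417; 1.04 without IgG replicate 2), and neutrophils and T cells, with 1 gene tested, 0.43 (0.597; 2.12 without APB5 replicate 2). With a library left out, the adjusted P by camera rose to as much as 0.405 for cones, 0.309 for the nuclear respiratory chain and 0.405 for pigment epithelium. It fell to as little as 0.00243 for mitochondrially encoded genes, 0.0148 for red blood cells, 0.00419 for cornea and 0.0305 for neutrophils and T cells.

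In APB5+Mino against APB5 the camera test gave rods 0.29 (0.103; −0.11 without APB5 replicate 3, and adjusted P by camera down to 0.00334 with a library left out), cones 0.11 (0.844; −0.17 without APB5 replicate 3), and bipolar, amacrine and ganglion cells −0.24 (0.134; −0.068 without APB5 replicate 3). The integrated stress response had −0.55 (0.000133), mitochondrially encoded genes 0.31 (0.00067; 0.57 without APB5 replicate 1), the nuclear respiratory chain −0.38 (0.00017) and lens 0.23 (0.548; −0.31 without APB5 replicate 2). Pigment epithelium had −2.01 (0.00533; −0.60 without APB5 replicate 3, adjusted P by camera up to 0.0725). Red blood cells had 0.062 (0.701; −0.32 without APB5 replicate 3), cornea −1.38 (0.23; 0.074 without APB5 replicate 3) and neutrophils and T cells −0.71 (0.548; −0.34 without APB5 replicate 3).

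In IgG+Mino against IgG, camera gave a median log2 fold change of −0.62 for microglia and macrophages (8.1e-09; −0.41 without IgG replicate 3), −0.32 for endothelial cells (3.11e-06; −0.49 without IgG+Mino replicate 1), −0.28 for complement (0.0147; −0.14 without IgG replicate 3, and adjusted P by camera up to 0.266 with a library left out) and 0.68 for mitochondrially encoded genes (4.8e-08). The smallest adjusted P over the 22 lists was 0.393 by fry and 0.731 by camera with an estimated correlation. Disease-associated microglia had −0.17 (0.0319; −0.10 without IgG replicate 3), pericytes −0.17 (0.0307; −0.26 without IgG+Mino replicate 3), the nuclear respiratory chain −0.17 (0.0147; −0.083 without IgG+Mino replicate 2) and red blood cells 0.52 (0.0307; 0.15 without IgG replicate 1), and the adjusted P by camera of each rose past the threshold without at least 1 library.

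Mitochondrially encoded genes were higher in IgG+Mino than in IgG. The lowest median among the fits that each left out 1 library was 0.48, without IgG replicate 1, which argues against a single library as the cause. A mitochondrial stress response to minocycline cannot be told apart from other explanations here: the integrated stress response list had a median log2 fold change of −0.11 with 5 of 18 genes higher, inside 2 standard errors of 0 (0.155). The sex composition of the 2 groups differs fully, which leaves it open as well.

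In APB5+Mino against IgG+Mino the microglia and macrophage list had a median of −0.66 (21 of 21 genes lower; camera adjusted P = 1.59e-07, and 0.023 by fry). After a correction for GC content and transcript length, chosen after seeing the data, the median was −0.64, which argues against that bias as the cause. Without APB5+Mino replicate 3, which leaves only libraries low in Xist, the median was −0.66 (20 of 21 genes lower). Relative to IgG, the list then stood at a median log2 ratio of −1.457 to −1.249 in APB5+Mino and of −0.905 to −0.409 in IgG+Mino, which argues against sex composition as the whole cause. An effect of APB5 under minocycline stays open. Camera also gave −1.45 for immediate early genes (0.000108, with 10 genes called), −0.41 for complement (0.000891), −0.43 for disease-associated microglia (0.000401), −0.26 for pericytes (0.00302), −0.25 for rods (0.000108), −0.16 for cones (0.0213; −0.092 without IgG+Mino replicate 1), −0.18 for bipolar, amacrine and ganglion cells (0.0213) and −0.34 for the nuclear respiratory chain (6.29e-05). Endothelial cells had −0.20 (0.0257; adjusted P by camera up to 0.174 with a library left out), the integrated stress response −0.28 (0.0257; up to 0.0774) and red blood cells −0.51 (0.0213; up to 0.0774). Lens had −1.99 (0.779; 2.04 without IgG+Mino replicate 3).

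Immediate early genes were lower in APB5+Mino than in APB5 and in IgG+Mino. The time of day at dissection cannot be told apart from other explanations: the median log2 fold change of clock genes of the Bmal1 arm minus that of the Per, Dbp and Nr1d1 arm was 0.24 in APB5+Mino against APB5 and 0.23 in APB5+Mino against IgG+Mino, inside 2 standard errors of 0 (0.704 and 0.538). The time between death and freezing was not tested.

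The 102 genes upregulated past the fold threshold in the authors' deposited table for APB5 against IgG had, for the 86 tested, a median log2 fold change of −0.15 in APB5+Mino against IgG+Mino, with 34 higher. Random lists of genes of similar abundance had medians from −0.122 to 0.09 after leaving out the extremes at each end, and 0.78% of them were as low or lower. With the genes on X and Y removed, 82 genes were tested with a median of −0.137, and 1.69% of random lists were as low or lower. The median was −0.067 without IgG+Mino replicate 2, −0.084 without APB5+Mino replicate 3 and −0.27 without APB5+Mino replicate 2.

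In IgG retinas, genes of at least 1 CPM numbered 14 of 22 for complement, 18 of 22 for microglia and macrophages, 14 of 19 for disease-associated microglia, 23 of 25 for hypoxia, 9 of 14 for endothelial activation, 14 of 18 for pericytes, 20 of 21 for gliosis, 12 of 17 for senescence, 16 of 19 for the interferon response, 17 of 19 for the integrated stress response, 13 of 15 for immediate early genes, 15 of 18 for lens, 12 of 14 for pigment epithelium, 5 of 8 for red blood cells, 1 of 14 for cornea and 0 of 16 for neutrophils and T cells. All genes of the other 6 lists reached it.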
